# A murine model of hypertensive heart disease in older women

**DOI:** 10.7717/peerj.17434

**Published:** 2024-05-23

**Authors:** Audrey Morin-Grandmont, Elisabeth Walsh-Wilkinson, Sara-Ève Thibodeau, Dominique K. Boudreau, Marie Arsenault, Yohan Bossé, Jacques Couet

**Keywords:** Hypertension, Aging, Heart failure, Woman, Mouse, Cardiac hypertrophy, Menopause, Ovariectomy, RNA sequencing

## Abstract

We propose a new mouse (C57Bl6/J) model combining several features of heart failure with preserved ejection fraction encountered in older women, including hypertension from Angiotensin II infusion (AngII), menopause, and advanced age. To mimic menopause, we delayed ovariectomy (Ovx) at 12 months of age. We also studied the effects of AngII infusion for 28 days in younger animals and the impact of losing gonadal steroids earlier in life. We observed that AngII effects on heart morphology were different in younger and adult mice (3- and 12-month-old; 20 and 19% increase in heart weight. *P* < 0.01 for both) than in older animals (24-month-old; 6%; not significant). Ovariectomy at 12 months restored the hypertrophic response to AngII in elderly females (23%, *p* = 0.0001). We performed a bulk RNA sequencing study of the left ventricle (LV) and left atrial gene expression in elderly animals, controls, and Ovx. AngII modulated (|Log_2_ fold change| ≥ 1) the LV expression of 170 genes in control females and 179 in Ovx ones, 64 being shared. In the left atrium, AngII modulated 235 genes in control females and 453 in Ovx, 140 shared. We observed many upregulated genes associated with the extracellular matrix regulation in both heart chambers. Many of these upregulated genes were shared between the ventricle and the atrium as well as in control and Ovx animals, namely for the most expressed *Ankrd1, Nppb, Col3a1, Col1a1, Ctgf Col8a1*, and *Cilp*. Several circadian clock LV genes were modulated differently by AngII between control and Ovx females (*Clock, Arntl, Per2, Cry2,* and* Ciart*). In conclusion, sex hormones, even in elderly female mice, modulate the heart’s hypertrophic response to AngII. Our study identifies potential new markers of hypertensive disease in aging female mice and possible disturbances of their cardiac circadian clock.

## Introduction

Heart failure with preserved ejection fraction (HFpEF) has emerged as an essential health problem with an increasing prevalence (Ponikowski et al., 2016). HFpEF, with the ongoing obesity and diabetes epidemics, now represents at least half of the HF cases. After the first hospitalization, the 5-year survival is less than 50%. Patients with HFpEF are usually older, many of them female and obese, and exhibit a lower prevalence of coronary artery disease than patients with heart failure with reduced ejection fraction (HFrEF) (Kitzman & Shah, 2016). Patients with HFpEF have higher morbidity, mortality, and rehospitalization than those with HFrEF and poorer quality of life (Shah et al., 2016b). The complex interaction between aging and comorbidities thus makes HFpEF a substantial burden on healthcare systems since evidence-based treatments are still to be developed (Savarese & Lund, 2017; Dunlay, Roger & Redfield, 2017; Virani et al., 2021).

Old age, hypertension, atrial fibrillation, and the female sex are classical factors for the development of HFpEF. This HFpEF phenotype is characterized by left ventricle (LV) concentric remodelling, left atrial enlargement, and high levels of natriuretic peptides (Cohen et al., 2020). A relatively novel cardio-metabolic phenotype where the proportion of male patients is more elevated, including obesity and type 2 diabetes mellitus, has become more prevalent in recent years (Ho et al., 2016; Shah et al., 2016a). Most HFpEF patients have a history of hypertension. Proper and adequate management of this condition was shown to reduce its incidence by up to 40% (Redfield & Borlaug, 2023; Sciarretta et al., 2011; Upadhya, Stacey & Kitzman, 2019). Other pro-inflammatory comorbidities such as obesity or diabetes mellitus (present in almost 70% of patients) may promote HFpEF through cardiac microvascular endothelial cell inflammation and increased oxidative stress. Extensive clinical trials have yet to investigate anti-inflammatory drugs. Clinical trials of agents treating impaired nitric oxide signalling have been negative (Shah et al., 2020). Thus, the role of inflammation and reduced nitric oxide bioavailability, although likely in the development of HFpEF, remains unclear.

Many factors contribute to the predisposition of older women to develop HFpEF (Beale et al., 2018). These include age-associated changes in cardiovascular physiology, arterial stiffness, preservation of LV mass and systolic function with reduced diastolic function and enhanced inflammatory responses in older women. The high prevalence of unmanaged hypertension, obesity, hypertension, diabetes, and other comorbidities further contribute to this risk, as mentioned above (van Ommen et al., 2022). Given the limited current therapeutic options for HFpEF in either sex, heightened efforts to develop new prevention and treatment strategies are needed.

The availability of suitable HFpEF animal models reflecting these different phenotypes is essential to explore new pathophysiological mechanisms and to test new therapeutic approaches. In the mouse, HFpEF models triggered by a single factor (hypertension, obesity/diabetes, or aging) are currently replaced by more complex models combining more than one factor (Withaar et al., 2021a). Schiattarella et al. (2019) reported inducing HFpEF in young male mice by combining metabolic stress (high-fat diet (HFD)) and hemodynamic stress (hypertension induced using a nitric oxide synthase inhibitor). Withaar et al. (2021b) proposed a model combining the feeding of an HFD and angiotensin II (AngII) infusion in aged female mice. Interestingly, the model developed in young mice only worked in males, whereas in old mice, it worked only in females. Males, unlike females, displayed features of heart failure with reduced ejection fraction when subjected to HFD and AngII (Tong et al., 2019). Matsiukevich et al. (2023) described a new mouse model of HFpEF by targeting the *α*1 adrenergic receptor with an agonist, phenylephrine, and AngII in young animals. This model displayed many features associated with HFpEF. The study used male and female animals but did not emphasize sex-based differences. We recently proposed our HFpEF mouse model, which combined AngII and HFD for four weeks, and it was amenable in both young and older animals, either male or female (Aidara et al., 2024).

These studies suggest that consideration for age, biological sex, and/or sex hormones are all critical factors worth considering in the development of HFpEF mouse models. In addition, since HFpEF is more prevalent in the aging population and more than twice as often in postmenopausal women, the absence of ovarian hormones is also likely to affect the development of HFpEF (Sabbatini & Kararigas, 2020; Maslov et al., 2019). Ovariectomy is frequently used as a surrogate for menopause in preclinical models (Bhuiyan & Fukunaga, 2010). To our knowledge, no study has studied the effects of the loss of sex steroids in mice, if delayed later in life, on heart morphology and function in aging females and the impact of hypertensive stress in those animals.

We investigated the effects of a continuous infusion of angiotensin II (AngII) in older female mice (ovariectomized (Ovx) or not). We show that the loss of gonadal steroids influences the heart’s response to hypertensive stress. Using bulk left ventricle RNA sequencing; we also identified several new genes associated with cardiac aging and the reaction to hypertension in older female mice.

## Materials and Methods

### Animals

C57BL6/J female mice were purchased from Jackson Laboratory (Bar Harbor, ME, USA) or the aging colony of the Quebec Aging Research Network (RQRV) and were kept for up to 24 months of age. Mice were housed on a 12 h light-12 h dark cycle with free access to chow and water. The protocol was approved by the Université Laval’s animal protection committee and followed the recommendations of the Canadian Council on Laboratory Animal Care (#2019-075 and #2020-603). This study was conducted following the ARRIVE guidelines.

### Experimental design

Mice were randomly distributed in the various aging groups. The general design of the study is illustrated in Fig. 1.

**Figure 1:**
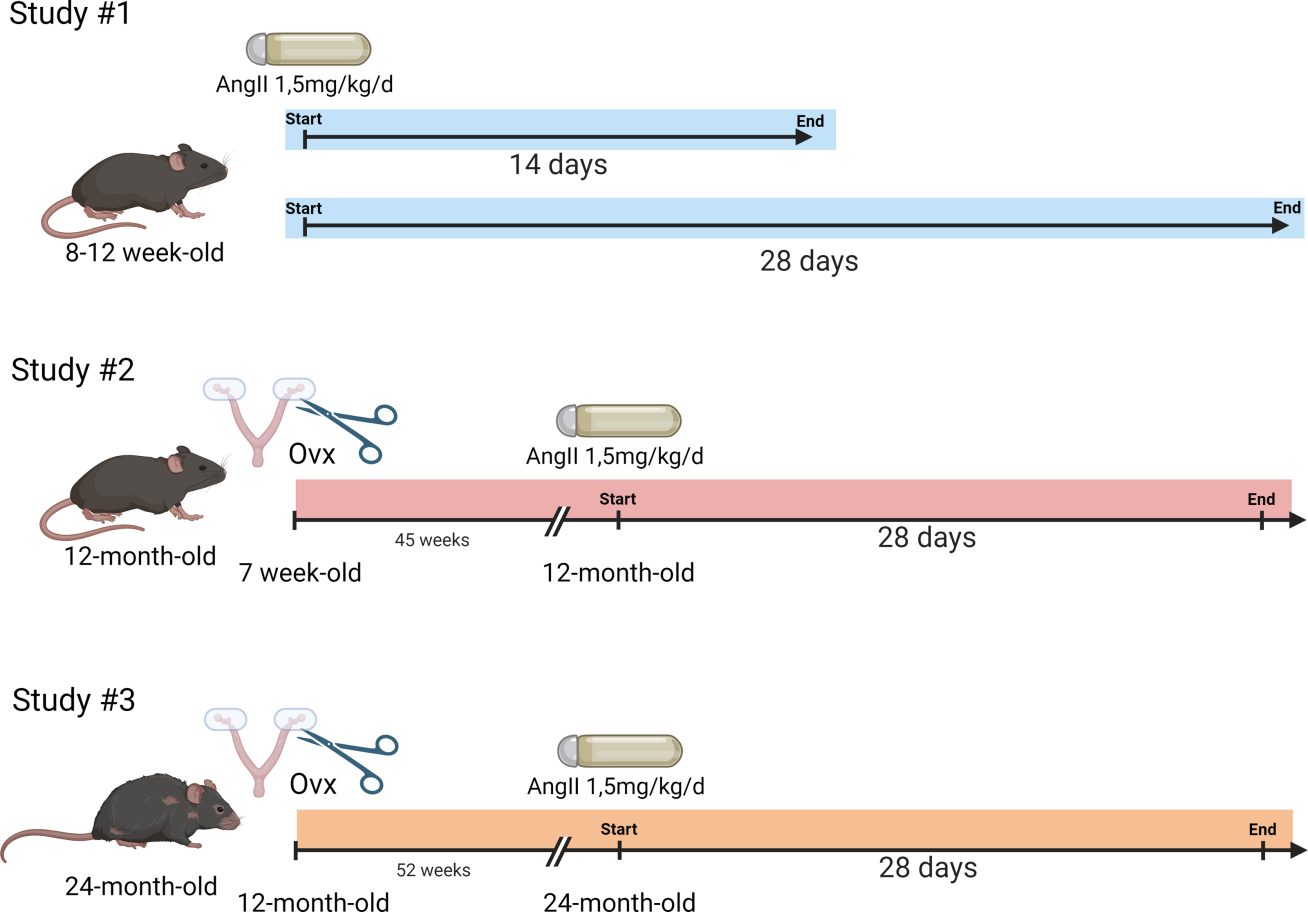
Schematic representation of the design of the animal study. Study #1. Eight-week-old mice were treated or not with AngII for 14 or 28 days (*n* = 8 per group). Study #2. Seven-week-old mice were ovariectomized or not. Then, at 12 months, AngII treatment was performed for 28 days (*n* = 8/AngII group and *n* = 8/control group). Study #3. Twelve-month-old mice were ovariectomized or not. At 24 months, AngII treatment was performed for 28 days (*n* = 7–8/ group). Created with BioRender (https://www.biorender.com/).

Study #1: Three-month-old mice. Twenty-four 7-week-old mice were equally and randomly distributed between the following experimental groups (*n* = 8): untreated or treated with AngII for 14 or 28 days). The mice had an echocardiography exam the day before euthanasia.

Study #2: Twelve-month-old mice. Thirty-two 7-week-old mice were distributed between four groups. Sixteen mice were ovariectomized at seven weeks. Eight ovariectomized mice and eight controls were treated with AngII for 28 days at 12 months. The day before euthanasia, all mice had an echocardiography exam.

Study #3: Twenty-four-month-old mice. Thirty-two 12-month-old mice were distributed between four groups (*n* = 8): Ovx at 12 months or not. Half of these mice were treated with AngII starting at 23 months and lasting 28 days. Blood pressure was taken one week before the end of the protocol, and all mice had an echocardiography exam the day before euthanasia.

All mice treated with AngII underwent the same procedure: An ALZET osmotic minipump (Model 2004) delivering a continuous infusion of AngII (1, 5 mg/kg/day) was implanted subcutaneously on their backs under isoflurane-induced anesthesia (Walsh-Wilkinson et al., 2022). All mice were weighed weekly.

Animal behaviour was monitored daily by experienced technicians for health and behaviour during the protocol. We immediately euthanized mice displaying signs associated with poor prognosis of quality of life or specific signs of severe suffering or distress. Among those signs, significant loss or gain of weight, palpable tumours, grooming, and changes in behaviour were recorded. One animal (24 months + AngII) was sacrificed before the termination of the protocol. All older mice over 12 months of age had available in their cage a running saucer (Innowheel™; Innovive, Billerica, MA, USA) as an environmental enrichment to avoid unwanted behaviours such as barbering.

Euthanasia was performed by total exsanguination of isoflurane-anesthetized animals followed by cervical dislocation between Zeitgeber (Zt) hours 2 and 6. Hearts were quickly removed, rinsed in phosphate-buffered saline, and weighed. The left atrium was then dissected and weighed. Lungs were also weighed.

### Blood pressure

Blood pressure was measured using the non-invasive CODA tail-cuff system (Kent Scientific, Torrington, CT, USA). Briefly, each mouse was placed in a clear mouse holder and onto a warming platform for the duration of the experiment. The cuffs were placed around each mouse’s tail, and the experiment began when the animals were calm. Mice were acclimated to the holder for 15 min thrice on consecutive days before the final measurements were taken. Twenty measures were taken, and the mean blood pressure for each mouse was calculated. The lights of the procedure room were dimmed to reduce stress, and body temperature was monitored. Blood pressure was measured three weeks after the beginning of AngII treatment.

### Echocardiography

The same investigator, blinded for mouse identification, acquired Echo images on a Vevo 3100 imaging system (VisualSonics, FujiFilm, Toronto, Canada). Transthoracic echocardiography was performed using a 40 MHz image transducer (MX550S) as previously described (Walsh-Wilkinson et al., 2022; Walsh-Wilkinson, Arsenault & Couet, 2021).

### Histological analysis

Tissue preparation. OCT-embedded frozen cardiac tissue sections (long axis) were cut 10 µm thick and fixed on a microscope slide. LV sections were fixed using Bouin’s solution overnight, and the nuclei were stained using Wiegert’s hematoxylin for 10 min. Fibrosis was then stained using Picrosirius Red dye for 1 h. Images of each section of the LV (interventricular septal wall (IVS), apex, posterior or free wall, and LVPW) were acquired using a wide-field microscope (Zeiss). Each of these sections was then analyzed using GIMP (GNU Image manipulation program; https://www.gimp.org/). Both microscopy and image analysis were performed by investigators who were blinded for mouse identification.

LV fibrosis assessment. Three sections of the LV (septum, apex, and free wall) were independently analyzed, and the mean percentage of interstitial fibrosis of the three sections was determined. Briefly, LV fibrosis of each section was measured by calculating the ratio of stained (red) pixels to the total number of pixels representing cardiomyocytes and fibrosis. The number of pixels corresponding to white sections (holes in the tissue) was measured and deducted from the total number of pixels of the image to get the total number of pixels representing the myocardium. Measures were acquired using the “by colour select” tool in the software.

Cardiomyocyte cross-sectional area (CSA). When acquiring the images, an LV image on which cardiomyocytes were easily visible and in the “en face” position was explicitly taken for cardiomyocyte CSA measurements. A total of five cardiomyocytes were measured. The mean was calculated for each sample. Cardiomyocyte CSA was measured in pixels using the “free select” tool in the software. The area expressed in pixels was then converted to µm^2^ by multiplying the number of pixels for one cardiomyocyte by the size in µm^2^ of a single pixel. The microscope software automatically calculates a single pixel’s width and length in µm.

### RNA preparation for mRNA sequencing

Total RNA was extracted from cardiac tissue samples using TRI Reagent (Sigma, Mississauga, Ontario, Canada). RNA from the LV was extracted for all 24-month-old experimental groups, and RNA was also extracted from the left atrium (LA) for all 24-month-old females. Samples were then treated with DNase I (RapidOut DNA removal kit; Thermo Fisher Scientific, Waltham, MA, USA), and RNA integrity was analyzed with the Agilent 2100 Bioanalyzer and RNA 6000 Nano kit.

### Bulk mRNA-sequencing

For LV samples, four pools of total RNA from two mice for each experimental group were used to create libraries using Stranded mRNA Prep and Ligation kit (Illumina) following the manufacturer’s recommendations. Libraries from LA RNA were made using four samples for each experimental group. Libraries were also analyzed using the Agilent 2100 Bioanalyzer and DNA 1000 kit. All samples were then quantified using the KAPA Library Quantification Kit (Kapa Biosystems, Wilmington, MA, USA). The average size of libraries was 335 base pairs. Indexed libraries were pooled and sequenced on the Illumina NextSeq 2000 (paired-end 150 bp) using sequencing-by-synthesis chemistry v4 according to the manufacturer’s protocols. We averaged 8.0 × 10^7^ (3.7 to 15.3 × 10^7^) paired-end reads, with an average of >95% of the reads achieving a quality score equal to or greater than Q30 for the LV samples. For the left atrial libraries, the average reads were 6.1 ×10^7^ (5.0 to 7.6 × 10^7^), with an average of >95% of the reads achieving a quality score equal to or greater than Q30 for the LA samples. We performed a power analysis calculation and found that the statistical power of this experimental design, calculated in RNASeqPower, required an n of 2.48 (https://rodrigo-arcoverde.shinyapps.io/rnaseq_power_calc/). The factors used were a 6 × 10^7^ value of sequencing death in base pairs, a coefficient of variation of 0.2, an effect of 2, an alpha of 0.05, and a power of 90%. We used the Illumina BaseSpace RNA-Seq Alignment (STAR) RNA-Seq Differential Expression (DESeq2) software for sequence alignments and identifying differentially expressed genes (DEG) using the Mus musculus UCSC mm10 reference genome. The DEGs were determined by adjusting the *p*-value for multiple tests using Benjamini–Hochberg correction with false discovery rate (FDR) ≤ 0.05 and Log2 fold change (Log2FC), —Log2 FC—≥ 1.0. Gene set enrichment analysis was performed using the Panther GO Enrichment Analysis (https://geneontology.org/) (Thomas et al., 2022; Ashburner et al., 2000; The Gene Ontology Consortium, 2023). A differentially expressed genes list (FDR <0.05 and —Log2FC—≥ 1.0) was used to perform this analysis. Significant GO terms were determined using Fischer’s Exact test using Benjamini–Hochberg correction with FDR. GEO accession numbers: GSE240171, GSE250052, and GSE250053.

### Statistical analysis

All data are expressed as mean ± standard error of the mean (SEM). Intergroup comparisons were conducted using the Student’s *T*-test using GraphPad Prism 9.5 (GraphPad Software Inc., La Jolla, CA, USA). Outliers were detected using the ROUT test (GraphPad Prism). Comparisons of more than two groups were analyzed using one-way or two-way ANOVA and Holm-Sidak post-test. *P* < 0.05 was considered statistically significant. Raw data are provided as Supplemental Data.

## Results

### A 28-day-long Angiotensin II infusion does not induce cardiac hypertrophy in 24-month-old non-Ovx female mice

Three-month-old, twelve-month-old, and twenty-three-month-old female mice (Ovx at 12 months or not) received for 28 days a continuous infusion of Angiotensin II (1.5 mg/kg/day) administered *via* a micro-osmotic pump implanted subcutaneously in the neck. Younger mice also received a shorter AngII infusion of 14 days. Ovariectomized (Ovx) mice were also studied. Twelve-month-old mice had been Ovx at the age of 7 weeks, whereas those aged 23 months were Ovx at the age of 12 months. We pursued two goals for the study of Ovx mice. The first is to investigate the effects of AngII long after the loss of gonadal steroids, 10 and 11 months after the Ovx, respectively. The second was to study the differences between Ovx at a young age during adolescence or young adulthood in females or later in life in adult mice where reproductive capacity has already significantly declined to simulate menopause better.

As illustrated in Fig. 2A, Ovx increased body weight in 12-month-old mice compared to control animals. Increased body weight after Ovx at 12 months was not observed in elderly mice. AngII markedly decreased body weight in 12-month-old Ovx animals and 24-month-old control (Ctrl) mice. In younger mice, no effects of AngII on body weight were observed. We used tibial length as a marker of overall body growth (Fig. 2B). Again, in younger animals, AngII had no effects. However, AngII significantly reduced tibial length in 13-month-old females. Ovariectomy of young mice resulted in significantly longer tibial length in adult mice, whereas Ovx, later in life, had a more minor effect.

**Figure 2:**
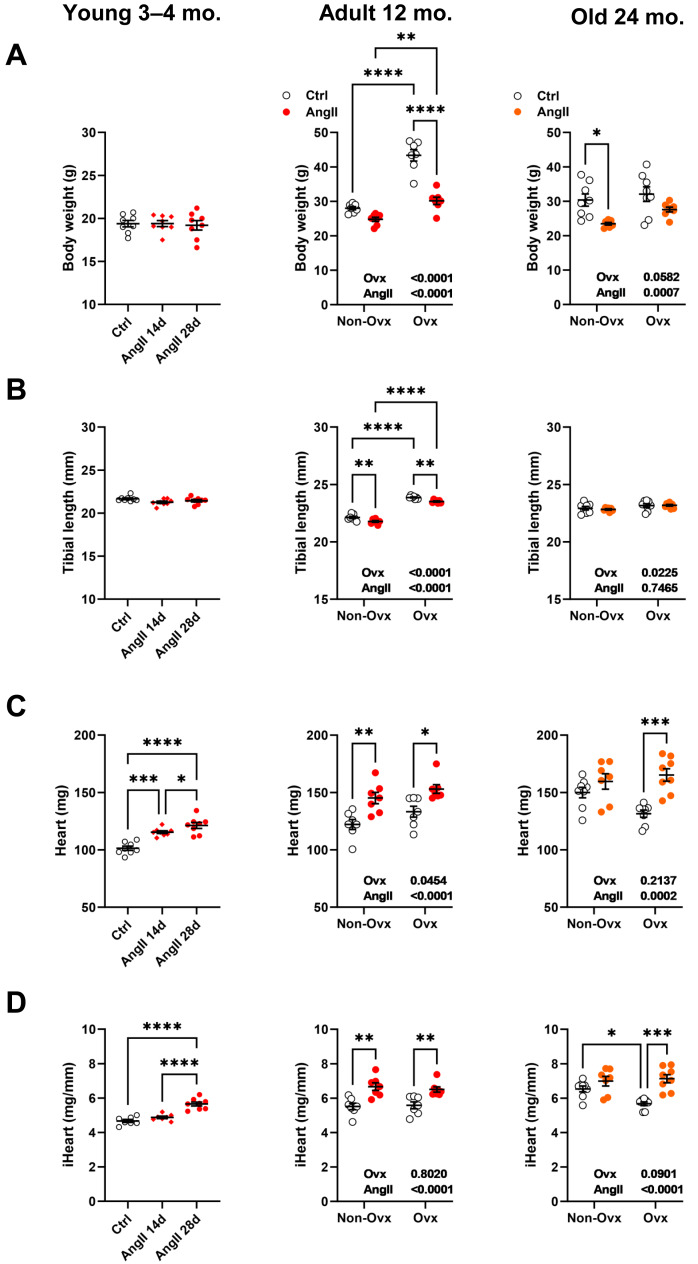
Effects of an Angiotensin II (AngII) on the heart. Graphs of young (3–4-month-old), adult (12 months), and elderly (24 months) are represented side by side for each panel. Ovariectomized mice (Ovx) and days (d). (A) Body weight, (B) tibial length, (C) heart weight, (D) indexed heart weight for tibial length (iHeart). Data are represented as the mean +SEM (*n* = 7–8 mice/group). One-way (young) or Two-way (adult and old) ANOVA followed by the Holm-Sidak pos *t*-test. Significant two-way ANOVAs are indicated in the graphs for adult and old mice. *: *p* < 0.05, **: *p* < 0.01, ***: *p* < 0.001 and ****: *p* < 0.0001 between indicated groups.

Angiotensin II infusion resulted, as expected, in cardiac hypertrophy (Figs. 2C and 2D). This was true for young mice treated for either 14 or 28 days and older mice except for 24-month-old control mice, where AngII did not result in additional cardiac hypertrophy over the one resulting from aging. Interestingly, if AngII caused similar levels of cardiac hypertrophy in 13-month-old mice, in older animals, Ovx stopped cardiac hypertrophy related to aging during the second year of life but kept the heart’s capacity to respond to AngII.

### Angiotensin II infusion increases LV wall thickness in 24-month-old Ovx female mice but not in controls

LV wall thickness remained unchanged after AngII in elderly control females but increased in Ovx animals (Fig. 3A). AngII caused LV walls to thicken in all younger animals. The effects of AngII and/or Ovx on end-diastolic LV diameter (EDD) were different in young mice, where they tended to increase but were reduced in older animals (Fig. 3B). In 12-month-old and elderly mice, EDD was smaller in control animals than in Ovx mice. This resulted in a slight and non-significant increase in RWT in control females and a marked one in the Ovx group in elderly mice (Fig. 3C). AngII increased relative wall thickness in 12-month-old mice but more so in controls. Left ventricle stroke volume (SV) remained unchanged in younger animals receiving AngII but was reduced in older animals (Fig. 3D). Detailed echo data are listed in Tables S1 to S3. Representative M-mode echo views of young and aged mice LV and the effects of AngII are illustrated in Fig. S1.

**Figure 3:**
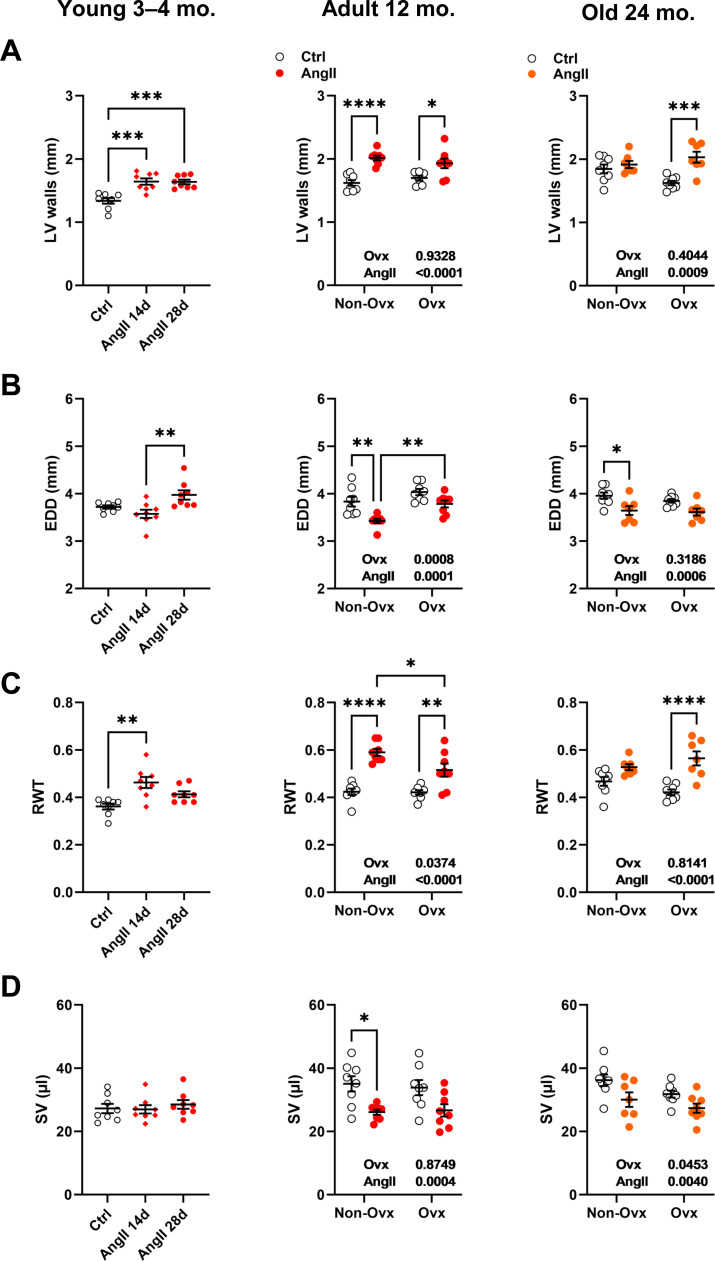
Effects of an Angiotensin II (AngII) on various left ventricle echocardiography measurements. Graphs of young (3-4-month-old), adult (12 months), and elderly (24 months) are represented side by side for each panel. Ovariectomized mice (Ovx) and days (d). (A) LV walls; posterior LV wall thickness + interventricular septal wall thickness, (B) EDD; end-diastolic LV diameter, (C) RWT; relative wall thickness and D: SV; LV stroke volume Data are represented as the mean +SEM (*n* = 7–8 mice/group). One-way (young) or Two-way (adult and old) ANOVA followed by Holm-Sidak pos *t*-test. Significant two-way ANOVAs are indicated in the graphs for adult and old mice. *: *p* < 0.05, **: *p* < 0.01, ***: *p* < 0.001 and ****: *p* < 0.0001 between indicated groups.

### Angiotensin II infusion worsens diastolic function in 24-month-old mice

AngII caused left atrial hypertrophy for both control and Ovx elderly females, suggesting diastolic dysfunction (Fig. 4A). Left atrial diameter, E, and A waves were also modulated by AngII (Fig. 4A). AngII did not change ejection fraction, although cardiac output was decreased. It reduced heart rate in conscious mice, and AngII increased blood pressure as expected (Fig. 4B).

**Figure 4:**
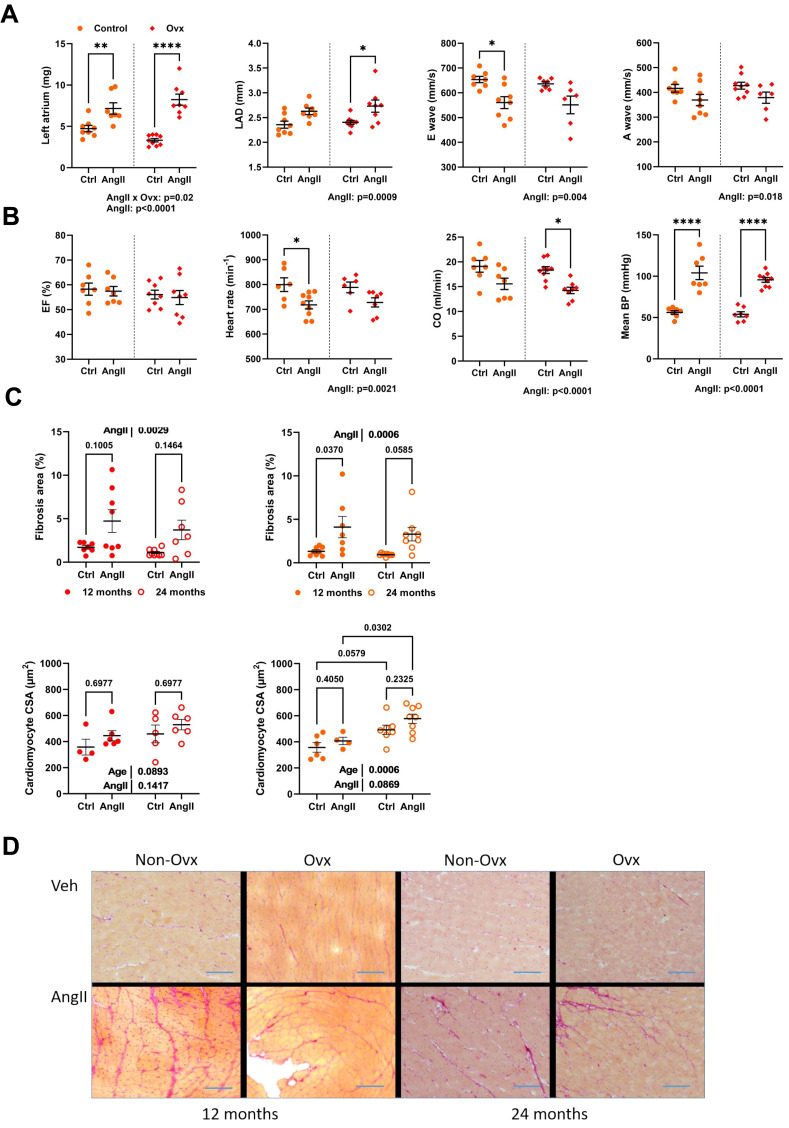
Angiotensin II infusion in elderly mice is accompanied with LV diastolic abnormalities and increased interstitial myocardial fibrosis. (A) From left to right. Left atrial weight at euthanasia, left atrial diameter by echocardiography, as well as E and A waves through the mitral valve. (B) Ejection fraction (EF), Heart rate in conscious mice, Cardiac output (CO), and mean blood pressure (BP). (C) Up. AngII infusion increased interstitial fibrosis area (%) in 12- and 24-month-old control (left; red) and Ovx (right; orange) mice. Down. Cardiomyocyte cross-sectional area in the same animals. (D) Representative images of picrosirius red-stained LV sections. Bar: 100 µm. Data are represented as mean +SEM (*n* = 7-8 mice/group). Two-way ANOVA followed by Holm-Sidak post-test. *: *p* < 0.05, **: *p* < 0.01, ***: *p* < 0.001 and ****: *p* < 0.0001 between indicated groups.

Interstitial LV fibrosis was increased in AngII females (Figs. 4C–4D). LV fibrosis was not more abundant in older mice than those aged 12 months. AngII increased the cardiomyocyte cross-sectional area. Results were similar in Ovx mice (Fig. 4D).

### Angiotensin II strongly induces genes related to the extracellular matrix in the left ventricle and the left atrium in elderly mice, ovariectomized or not

As illustrated in Fig. 5A, 170 genes in elderly control mice and 189 in elderly Ovx animals receiving AngII for four weeks saw their expression doubled or halved in the left ventricle posterior wall. 

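The LV transcriptomes came from bulk mRNA sequencing of 24 libraries from 24-month-old mice, 4 libraries in each of 6 groups. The 16 female libraries covered control mice (Ctrl), mice ovariectomized at 12 months (Ovx), and control and Ovx mice infused with AngII at 1.5 mg/kg/day for 28 days (Ctrl + AngII and Ovx + AngII). Angiotensin II is the peptide hormone of the renin-angiotensin system that constricts vessels and raises blood pressure. The other 8 libraries came from control males and gonadectomized males (4 each) of the same age. The paper states that each LV library was made from a pool of RNA from 2 mice with a stranded mRNA kit and sequenced as paired-end reads, so the spread within a group is a spread between pools and not between single mice. It also reports that 1 animal given AngII at 24 months was sacrificed before the end of the protocol, and the animals of a pool are not named, so that the number of mice behind the 4 Ctrl + AngII pools is not settled. The authors aligned the reads to the mouse genome (UCSC mm10) with STAR and normalized the values per gene with DESeq2, and the submitters' processing notes also name Salmon. The deposited values were not whole numbers and whole reads could not be recovered from them, so no test made for counts was used. Depth could be given only relative to the median library, from the smallest values above 0 in each library. It ranged from 0.878 to 1.86 in Ctrl (median 0.979), from 0.703 to 1.17 in Ovx (median 1.05), from 0.448 to 1.21 in Ctrl + AngII (median 1.02) and from 1.10 to 1.19 in Ovx + AngII (median 1.16). Ctrl library 38 was the deepest and Ctrl + AngII library 40 the shallowest. The paper gives the reads of the LV libraries as an average and a range and not per library. Libraries of the same group shared an overall level to within 0.0106 on the log2 scale, but the groups stood apart. The level of all genes was shifted by −0.28 in Ctrl + AngII against Ctrl and by −0.08 in Ovx + AngII against Ovx. All libraries were therefore put on a common scale with a median-of-ratios factor per library, a step decided after the structure of the values had been seen and before any test, which the design written beforehand did not include. For 4 clock genes that the paper prints for Fig. 5B in Supplemental Information 2, the paper's log2 difference between AngII and untreated mice lay within 0.059 of the difference on this common scale and up to 0.335 from the difference of the values as deposited. Levels below are rescaled normalized values, as mean ± SD over the 4 libraries of a group. Groups were compared with limma on log2(value + 1) in a single fit of the 16 female libraries, over the 13816 genes with a mean value of at least 10, and log2 fold changes of low genes are understated by the added 1. A gene was counted as changed at a Benjamini-Hochberg adjusted p of at most 0.05 and a log2 fold change of at least 1 in size, the thresholds the paper states.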

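AngII changed the LV expression of 164 genes in control females and of 154 genes in Ovx females. Nppa, which encodes atrial natriuretic peptide and is switched on in loaded ventricles, rose from 2600 ± 902 to 22260 ± 2073 in control mice (SD, n = 4), a log2 fold change of 3.16 (standard error 0.24, adjusted p = 2.1e-07 from limma). In Ovx mice it rose from 3025 ± 1281 to 15518 ± 3342 (SD, n = 4), a log2 fold change of 2.42 (adjusted p = 6.4e-06 from limma), with Ovx library 53 at 4919 against a mean of 2393 in the other 3 untreated Ovx libraries. Nppb, the gene of B-type natriuretic peptide, rose by 2.26 on the log2 scale in control and by 2.10 in Ovx mice. Among the largest increases of genes with a mean value of at least 50 were those of the matrix protein genes Comp (3.75 in control mice) and Thbs4 (3.41 in control and 2.64 in Ovx mice). Acta1, the skeletal alpha-actin gene, rose by 1.72 in control and by 2.52 in Ovx mice. Of 14 measured genes of cardiac stress and hypertrophy, 6 rose in control mice (7 when adjusted over the list alone) and 9 in Ovx mice (9 when adjusted over the list alone), and none fell. Their median log2 fold changes were 1.02 and 1.26 (camera, adjusted p = 2.3e-18 and 7.8e-19; adjusted p = 0.019 and 0.022 with an estimated correlation). This list and the other gene lists were written before the data were examined but after the paper had been read. The genes of Fig. 5A and the clock gene values printed for Fig. 5B were known by then, so for those genes the counts are not independent evidence. Over all genes tested, the 4 AngII libraries lay all above or all below the 4 untreated ones for 12.8% of genes in control and 16.5% in Ovx mice, an arrangement that chance gives to 2.86% of genes. With only genes of a mean value of at least 50 tested, 109 genes passed in control mice. On the values as deposited, an alternative chosen after seeing the data, 288 genes passed there.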

Over 65% of these modulated genes were upregulated. 

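More genes rose than fell in either group after AngII. In control mice 127 genes rose and 37 fell, so that 77.4% were upregulated (95% Wilson interval 70.5 to 83.2%). In Ovx mice 104 rose and 50 fell, or 67.5% (59.8 to 74.4%). Of the genes with a mean value of at least 50 whose AngII libraries did not overlap the untreated ones, those that fell most in control mice included Gm10635, an uncharacterized gene (log2 fold change −2.31), Aqp4, a water channel gene (−1.38), and Kcnv2, a potassium channel subunit gene (−1.12). By the same limits, those that fell most in Ovx mice included Inmt, which encodes an indolethylamine methyltransferase (−1.72), Penk, the proenkephalin gene (−1.58), Pfkfb1, which encodes an enzyme that makes and breaks down fructose 2,6-bisphosphate (−1.54), and again Aqp4 (−1.52). Without the fold threshold, 1129 genes passed the adjusted p in control mice (663 up and 466 down) and 1405 in Ovx mice (703 up and 702 down). The intervals cover the counting of genes only, and genes are not independent. On the values as deposited, where the level of all genes in AngII libraries is lower than in untreated ones, 34.0% of the changed genes rose in control mice and 50.0% in Ovx mice.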

In the left atrium, only one gene, *Ltbp2* (+2.3-fold-change over control), was found to be differentially expressed between control and Ovx mice. A total of 196 genes in controls and 303 in Ovx receiving AngII for four weeks were modulated in the left atrium. Around 75% of these modulated genes were upregulated. 

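Many genes of the extracellular matrix rose in the LV after AngII. Of 21 measured collagen genes, 9 rose in control mice and 6 in Ovx mice and none fell (9 and 6 also when adjusted over the list alone). Their median log2 fold changes were 0.69 and 0.59. Col12a1, a fibril-associated collagen, rose by 3.13 in control and by 2.45 in Ovx mice, and Col5a2, a fibrillar collagen, by 1.33 and 1.22. Of 36 other matrix protein genes, 16 rose in control and 13 in Ovx mice and none fell (16 and 13 also when adjusted over the list alone). Here the medians were 0.79 and 0.65. Postn, which encodes periostin, a matrix protein made by activated fibroblasts, rose by 1.97 in control mice (standard error 0.14, adjusted p = 2.1e-07 from limma) and by 1.82 in Ovx mice. Of 33 genes for matrix-processing enzymes and their inhibitors, 6 rose in control mice, and 5 rose and 1, the gelatinase gene Mmp9, fell in Ovx mice (6 up and 1 down in either group when adjusted over the list alone). Mmp9 lost this call without library 44, 47 or 48 (adjusted p from 0.065 to 0.080). Lox, the collagen cross-linking enzyme lysyl oxidase, rose by 2.17 in control and by 2.49 in Ovx mice. Mmp2, another gelatinase gene, had log2 fold changes of 0.85 and 0.75, under the fold threshold. As sets, the 3 lists moved up in both groups (camera, adjusted p from 6.1e-31 to 6.3e-12). With an estimated correlation, adjusted p = 0.023 for collagens and 0.019 for other matrix proteins in control mice, adjusted p = 0.067 for the enzymes there, and adjusted p = 0.057, 0.057 and 0.064 for the 3 lists in Ovx mice. Of 20 genes of TGF-beta signalling, the main pathway that activates fibroblasts, 3 rose in control mice, among them the ligand gene Tgfb2 (1.04) and Nox4, an NADPH oxidase gene (1.66), and 1 rose in Ovx mice, where Tgfb2 had 0.65 and Nox4 0.73 (adjusted p = 0.15), with the same counts when adjusted over the list alone. The TGF-beta list as a set had an adjusted p = 2.5e-04 in control mice and 0.14 in Ovx mice, and adjusted p = 0.077 and 0.49 with an estimated correlation. Of 10 markers of activated fibroblasts, 5 of which are also in the matrix protein list, 6 rose in control and 7 in Ovx mice (6 and 7 also when adjusted over the list alone). These markers had medians of 2.17 and 1.92 (camera, adjusted p = 5.5e-15 and 3.6e-10; adjusted p = 0.019 and 0.057 with an estimated correlation). Cilp, another marker of these cells, rose by 2.38 and 2.14. Of 11 markers of fibroblasts in general, Pi16 alone rose in either group, by 1.01 and 1.04, also when adjusted over the list alone. As a set these markers had adjusted p = 2.1e-04 in control and 0.96 in Ovx mice, and adjusted p = 0.24 and 0.98 with an estimated correlation. Markers of other cell types were measured in the same libraries. None of 15 endothelial markers passed in either group by limma (at an unadjusted p under 0.05, 0 in control mice, and 1 up and 1 down in Ovx mice; camera, adjusted p = 0.95 and 0.75). None of 16 macrophage markers passed either (6 and 2 at an unadjusted p under 0.05), with medians of 0.25 and 0.23 and adjusted p = 0.0047 and 0.036, or 0.61 and 0.68 with an estimated correlation. On the values as deposited the medians of the TGF-beta, general fibroblast and macrophage lists in control mice lie below 0.

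**Figure D1:**
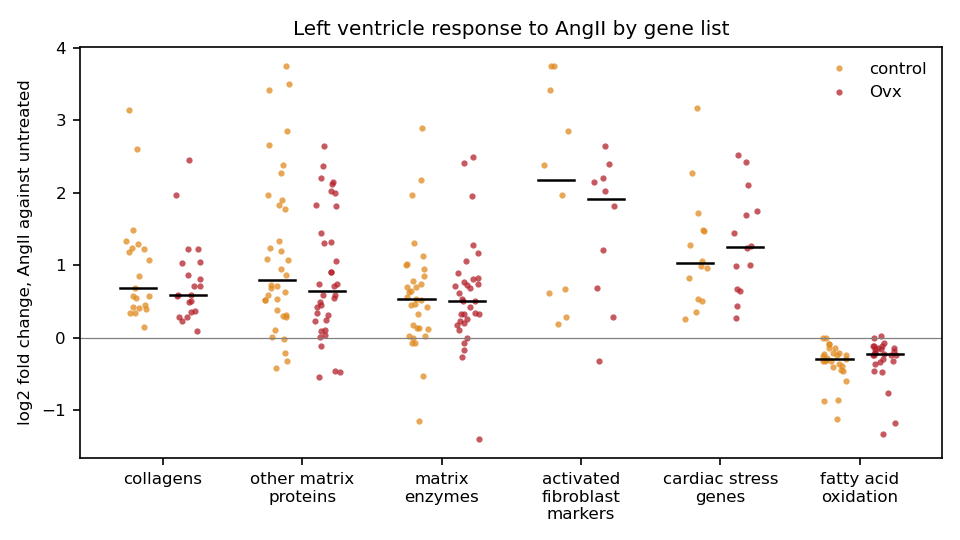
Log2 fold change after AngII (vertical axis) of each measured gene of 6 lists (horizontal axis), in control mice (orange) and Ovx mice (red), from 4 AngII and 4 untreated libraries per group. Each point is a gene and black bars are medians, which lie at 0.69 and 0.59 for collagens, 2.17 and 1.92 for activated fibroblast markers and −0.29 and −0.22 for fatty acid oxidation.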

As listed in Tables S4 and S5, AngII produced a DEG enrichment for biological processes and cellular components related to remodelling the extracellular matrix and myocardial fibrosis. 

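Ankrd1, Col1a1, Col3a1, Col8a1 and Ctgf rose in the LV of control and Ovx mice. Ankrd1, which encodes an ankyrin repeat protein of stressed cardiomyocytes (chromosome 19, 36111961 to 36120099 in mm10), went from 26381 ± 9816 to 69522 ± 8879 in control mice (SD, n = 4; log2 fold change 1.47, adjusted p = 6.5e-05 from limma) and from 33602 ± 5019 to 67230 ± 7787 in Ovx mice (1.01, adjusted p = 0.0019 from limma). Col1a1, the alpha-1 chain of type I collagen (chromosome 11, 94936224 to 94953042), went from 2423 ± 673 to 5822 ± 873 in control mice and from 3267 ± 265 to 6739 ± 1048 in Ovx mice, log2 fold changes of 1.29 and 1.04. Col3a1, the chain of type III collagen (chromosome 1, 45311538 to 45349706), went from 3968 ± 1412 to 8717 ± 1596 and from 5851 ± 669 to 12192 ± 2174, log2 fold changes of 1.18 and 1.05. Col8a1, a short-chain collagen gene (chromosome 16, 57624258 to 57754737), went from 795 ± 229 to 2167 ± 331 and from 939 ± 112 to 2221 ± 497, log2 fold changes of 1.48 and 1.22. In Ctrl + AngII library 40, Col8a1 stood at 2659 against a mean of 2003 in the other 3. Ctgf, the connective tissue growth factor gene (chromosome 10, 24595442 to 24598683), went from 1672 ± 298 to 5974 ± 1082 and from 1968 ± 328 to 5316 ± 481, log2 fold changes of 1.83 and 1.44. In each of these comparisons the 4 AngII libraries lay above the 4 untreated ones (exact two-sided permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow). The change in Ovx minus that in control mice was −0.46 for Ankrd1, −0.26 for Col1a1, −0.13 for Col3a1, −0.26 for Col8a1 and −0.39 for Ctgf, and none of these differences passed the test (limma interaction, adjusted p from 0.50 to 0.91). That of Col3a1 was 0.05 without Ctrl library 37.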

As described in Fig. 5A, *Ankrd1, Col1a1, Col3a1, Col8a1 and Ctgf,* genes implicated in controlling the extracellular matrix or the production of its component were upregulated in both the atrium and the ventricle. This correlates with increased interstitial myocardial fibrosis, as shown in Figs. 4C–4D.

**Figure 5:**
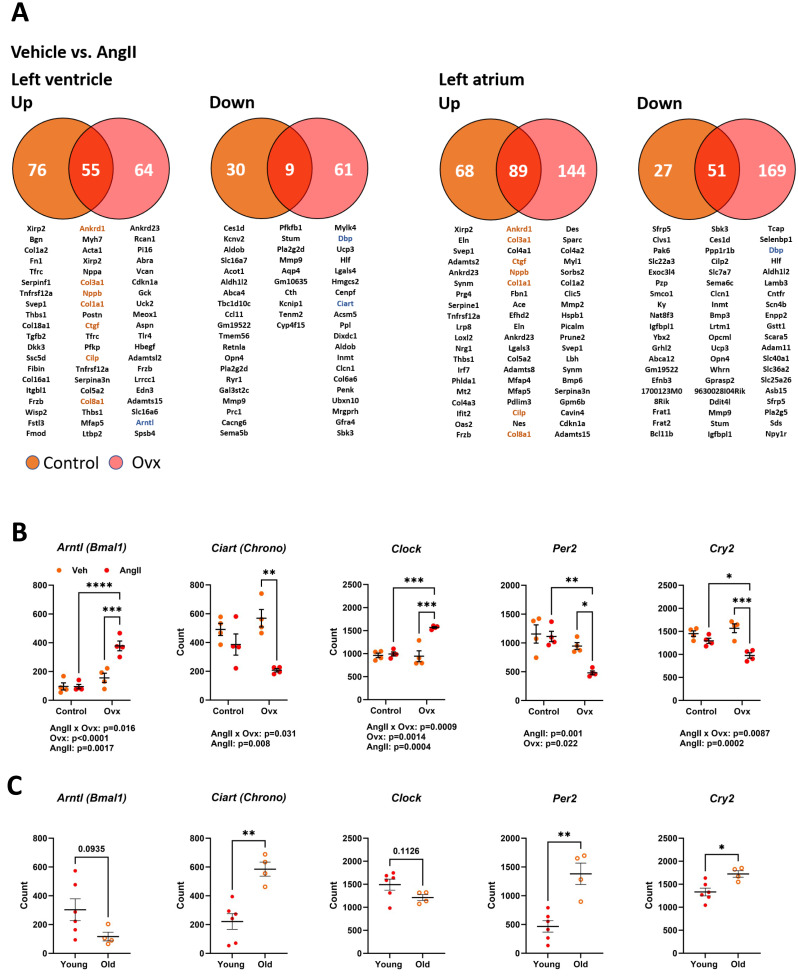
Transcriptomic changes in the left ventricle induced by Angiotensin II (AngII) in old female mice. Disturbances in circadian clock genes. (A) Differentially expressed genes between control (orange) and Ovx (red) mice treated with AngII for 28 days. Venn diagrams of up (left) or down-regulated (right) genes in the left ventricle and left atrium. Below, circles and the intersection of the diagrams are listed up to twenty genes with the highest expression levels for each comparison. In orange, common genes between the left ventricle and left atrium. (B) Gene expression of five core circadian clock genes in the left ventricle of old female mice treated or not with AngII. *Arntl*: Basic Helix-Loop-Helix ARNT Like 1, *Ciart*: Circadian Associated Repressor of Transcription, *Clock*: Clock Circadian Regulator, *Per2*: Period Circadian Regulator 2 and *Cry2*: Cryptochrome Circadian Regulator 2. (C) Core circadian clock gene expression in young and old male and female mice. Results are expressed as the mean ±SEM (*n* = 4). Statistical analysis uses two-way ANOVA followed by the Holm-Sidak pos *t*-test (B) or Student *T*-test (C). *p* values are indicated when under 0.05 below the graphs. *: *p* < 0.05, **: *p* < 0.01, ***: *p* < 0.001 and ****: *p* < 0.0001 between indicated groups.

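Of the genes that AngII changed in the LV, 55 rose and 13 fell in both control and Ovx mice, and none went in opposite directions. Independent lists of these sizes among the 13816 genes tested would share 0.956 upregulated and 0.134 downregulated genes (exact hypergeometric p = 1.1e-88 and 1.1e-23, with genes taken as independent, which they are not). The 2 comparisons share no library. In control mice alone 72 genes passed upward and 24 downward, and in Ovx mice alone 49 and 37. Of the 96 genes that passed in control mice alone, 87 had the same sign in Ovx mice and 24 also met the adjusted p there, and of the 86 that passed in Ovx mice alone, 82 had the same sign and 22 met the adjusted p in control mice. Over all genes tested, 64.7% had the same sign in control and Ovx mice. Among the 250 genes changed in either group the log2 fold changes had a Pearson r of 0.789 across genes, and over all genes tested the r was 0.480. The 250 genes were picked by these same values. Ltbp2, a matrix protein gene, rose by 3.49 in control and by 2.37 in Ovx mice (interaction −1.12, adjusted p = 0.33 from limma). Lrp8, a lipoprotein receptor gene, rose by 2.27 and 2.50 (interaction 0.23, adjusted p = 0.92). The difference in the AngII effect itself passed the thresholds for 1 gene, Dbp, a transcription factor gene driven by the circadian clock. At the adjusted p alone it passed for 8 genes, among them Kcnh2, which encodes the potassium channel of a repolarizing current (interaction −0.60, adjusted p = 0.014), and Tef, a clock output gene (−0.79, adjusted p = 0.020). No gene passed even the adjusted p with all 24 libraries in the fit, without libraries 49 to 54 or with a variance without trend, and Tef also lost it without library 42, 45, 47, 53 or 54 (adjusted p from 0.053 to 0.070). As a set, 15 pericyte and smooth muscle markers differed between the groups, with a median interaction of −0.37 (camera, adjusted p = 6.9e-08; adjusted p = 0.031 with an estimated correlation), while no single member passed by limma (9 at an unadjusted p under 0.05, 2 called when adjusted over the list alone). With the estimated correlation the set did not pass without library 41 (adjusted p = 0.071), 43 (0.092), 46 (0.062), 48 (0.051) or 51 (0.051). Cnn1, the smooth muscle protein calponin, rose by 1.24 in control mice and had −0.57 in Ovx mice (interaction −1.82, adjusted p = 0.075). That interaction passed with library quality weights (adjusted p = 0.032), on the values as deposited (0.022) and without Ctrl library 39 (0.028), Ovx library 43 (0.046) or Ovx + AngII library 54 (0.0445). Cnn1 was the 1 member that rose in control mice (0.88, adjusted p = 0.093 without Ctrl libraries 37 and 51), where the set's median was 0.20, or below 0 on the values as deposited (adjusted p = 0.0037; adjusted p = 0.22 with an estimated correlation), and none passed in Ovx mice (2 up and 9 down at an unadjusted p under 0.05), where it was −0.25 (adjusted p = 0.015; adjusted p = 0.24 with an estimated correlation). Heat shock genes had a median interaction of 0.24 and interferon-stimulated genes of −0.37 (adjusted p = 7.3e-04 and 0.0070; adjusted p = 0.36 and 0.71 with an estimated correlation). The count of 1 gene is not stable, being 7 with library quality weights, 0 with all 24 libraries in the fit, 10 without Ovx library 43, 6 without Ctrl library 39 and 31 on the values as deposited. Without Ctrl libraries 37 and 51 the 1 gene called was not Dbp.

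**Figure D2:**
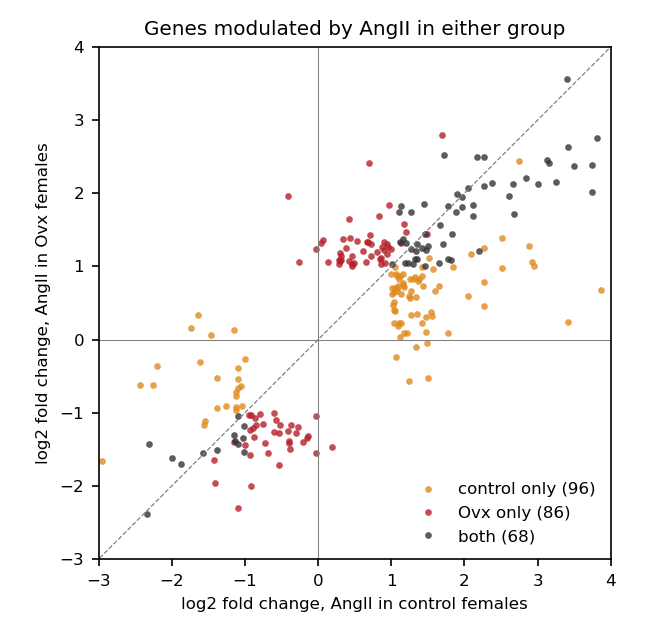
Log2 fold change after AngII in control mice (horizontal axis) and in Ovx mice (vertical axis) of the 250 genes changed in either group, each point a gene, from 4 libraries per group and treatment. The dashed line marks an equal change, and the colours mark the 96 genes past the thresholds in control mice alone, the 86 in Ovx mice alone and the 68 in both. Of the 250 genes, 94.8% have the same sign in control and Ovx mice, against 64.7% of all 13816 genes tested.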

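Some clock genes that peak near lights-on were higher and some that peak later in the day were lower in Ovx + AngII than in Ovx libraries. Of 6 measured clock genes known to be highest near lights-on, 2 rose in Ovx mice (2 when adjusted over the list alone) and none passed in control mice by limma (1 at an unadjusted p under 0.05), with median log2 fold changes of 0.68 and 0.01. Of 13 clock genes known to be highest later in the day, 3 fell in Ovx mice (3 when adjusted over the list alone) and 11 had a negative change at the adjusted p alone, whereas none passed in control mice (3 at an unadjusted p under 0.05), with medians of −0.66 and −0.09. Hlf, which encodes a transcription factor that the clock drives, fell by 1.50 in Ovx mice (standard error 0.15, adjusted p = 1.2e-05 from limma) and had −0.39 in control mice. Per3, a period gene, had −0.98 in Ovx mice (adjusted p = 1.0e-04) and −0.04 in control mice. The difference in the AngII effect between Ovx and control mice had a median of 0.65 for the lights-on genes (camera, adjusted p = 5.9e-05; adjusted p = 0.031 with an estimated correlation) and of −0.67 for the later genes (adjusted p = 7.7e-16; adjusted p = 0.031 with an estimated correlation). In Ovx mice alone the set tests gave adjusted p = 0.0042 and 3.5e-16, and adjusted p = 0.064 and 0.035 with an estimated correlation. Gene by gene, the difference passed the thresholds for Dbp, which encodes an output regulator of the clock (interaction −1.19, standard error 0.19, adjusted p = 0.018 from limma), and when adjusted over the list alone for 2 lights-on and 3 later genes. Between Ovx and control mice that had both received AngII, 13 genes differed, 7 of them higher and 6 lower in Ovx mice. The count was 24 with library quality weights (10 higher and 14 lower), 23 on the values as deposited (18 and 5) and 8 without libraries 49 to 54 (5 and 3). Among these were the clock genes Arntl, Npas2 and Per2. Others that were higher included Spon2, a matrix protein gene (2.46, adjusted p = 0.0095), Prdm1, a transcriptional repressor gene (1.14, adjusted p = 0.0026), Prnd, which encodes the prion-like protein doppel (1.2), and Rcan1, a regulator of calcineurin (1.08). Those lower included Mthfd1l, a mitochondrial folate enzyme gene (−1.40, adjusted p = 0.0058), and Cys1, a cilium protein gene (−1.13). Without libraries 49 to 54 Arntl, Spon2, Prnd and Cys1 lost this call (adjusted p from 0.0525 to 0.114), as did Spon2 with a variance without trend (0.0502), and Arntl, Per2, Prnd and Cys1 with all 24 libraries in the fit (0.0639 to 0.171). The time of day was not the same for all sacrifices, as the paper states. The mean of the lights-on genes minus that of the later genes, in log2 units, was −1.64 in Ovx + AngII libraries (−1.97 to −1.24) and −2.90 in Ctrl + AngII libraries. It lay between −3.38 and −2.68 in all Ctrl, Ovx and Ctrl + AngII libraries, and among untreated control males it ran from −2.99 to −0.918. The Dbp difference lost its call with all 24 libraries in the fit (adjusted p = 0.21), with 3 libraries per group (0.33), with a variance without trend (0.12), without Ctrl libraries 37 and 51 (0.055), without Ovx library 53 (0.067) and without Ovx + AngII library 47 (0.061). With the set tests' estimated correlation, the adjusted p without single libraries ran up to 0.056 for the lights-on genes and 0.061 for the later genes. It passed 0.05 for both without library 41, 48 or 51, and for the later genes also without library 43.

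**Figure D3:**
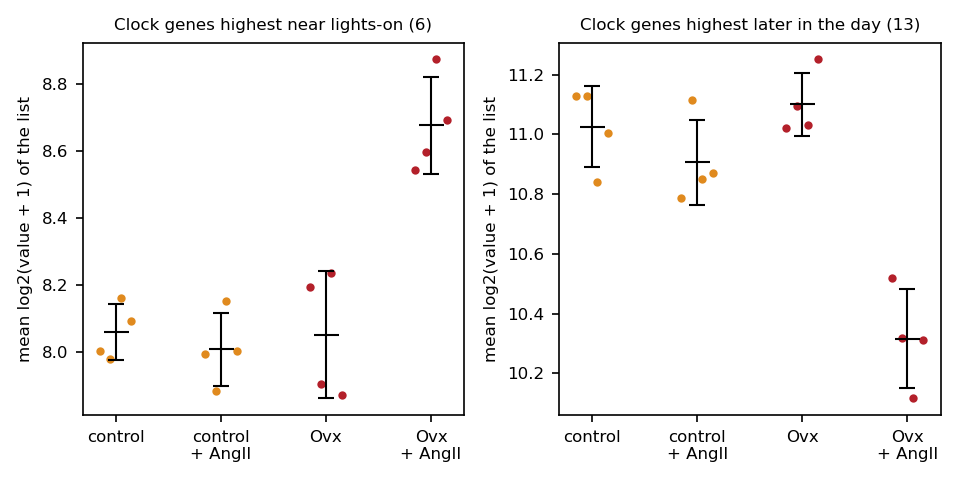
Mean log2(value + 1) of the 6 clock genes highest near lights-on and of the 13 highest later in the day (vertical axes) in each female library (points), by group (horizontal axis), with the mean ± SD of 4 libraries. Between AngII and untreated Ovx mice the median gene moved by 0.68 and −0.66, and between AngII and untreated control mice by 0.01 and −0.09.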

Several genes associated with the circadian clock were expressed differently after AngII infusion between Ovx and non-Ovx mice. As illustrated in Fig. 5B, the four core circadian clock genes, *Clock, Arntl, Per2, and Cry2*, were modulated in the LV of Ovx mice after AngII but not in control mice. 

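Arntl, Clock, Per2, Cry2 and Ciart all met the adjusted p of 0.05 after AngII in Ovx mice, and none of them did in control mice. Arntl, which encodes the activator BMAL1 (chromosome 7, 113207465 to 113314126 in mm10), was at 153 ± 63.0 in Ovx and 371 ± 67.4 in Ovx + AngII libraries (SD, n = 4; log2 fold change 1.36, standard error 0.32, adjusted p = 0.0096 from limma), against 102 ± 52.6 and 101 ± 32.7 in Ctrl and Ctrl + AngII (0.06, adjusted p = 0.94). Ctrl + AngII library 40 stood at 149 against a mean of 84.5 in the other 3. Clock, the partner of Arntl (chromosome 5, 76209868 to 76304792), went from 964 ± 240 to 1540 ± 37.9 in Ovx mice (0.71, adjusted p = 8.3e-04) and was at 1060 ± 110 and 1051 ± 90.7 in control mice (−0.01, adjusted p = 0.97). Per2, a repressor gene of the clock (chromosome 1, 91415982 to 91459324), went from 920 ± 116 to 472 ± 64.4 in Ovx mice (−0.96, adjusted p = 9.2e-04) and was at 1209 ± 329 and 1177 ± 191 in control mice (−0.01, adjusted p = 0.99). Cry2, another repressor gene (chromosome 2, 92403646 to 92434043), went from 1515 ± 184 to 958 ± 114 in Ovx mice (−0.66, adjusted p = 2.5e-04) and was at 1508 ± 127 and 1370 ± 116 in control mice (−0.14, adjusted p = 0.45). Ciart, a repressor of the activators (chromosome 3, 95878503 to 95882251), went from 552 ± 118 to 204 ± 22.5 in Ovx mice (−1.42, adjusted p = 2.5e-04) and was at 512 ± 87.3 and 408 ± 156 in control mice (−0.39, adjusted p = 0.30). For all 5 genes the 4 AngII libraries of Ovx mice lay on a single side of the 4 untreated ones (exact two-sided permutation test, p = 0.0286), and in control mice the exact p ran from 0.17 to 1. The change in Ovx minus that in control mice was 1.30 for Arntl, 0.72 for Clock, −0.96 for Per2, −0.52 for Cry2 and −1.03 for Ciart, and none of these differences passed the test over all genes (limma interaction, adjusted p = 0.33, 0.11, 0.12, 0.17 and 0.22). With all 24 libraries in the fit Arntl and Per2 lost their call in Ovx mice (adjusted p = 0.066 and 0.15), and so did Arntl with 3 libraries per group (0.11). With library quality weights the interaction passed for Clock, Per2 and Cry2 (adjusted p = 0.022, 0.033 and 0.036). It also passed without Ovx library 43 for Clock (0.0066) and Cry2 (0.033), on the values as deposited for Clock (0.011) and without Ctrl libraries 37 and 51 for Per2 (0.037). In control mice Cry2 and Ciart met the adjusted p on the values as deposited (−0.41 and −0.67).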

We also looked for the influence of age on these circadian clock genes in the LV. Except for *Arntl* and *Clock*, they were up- or downregulated during aging (Fig. 5C). As illustrated in Fig. S2, several other circadian clock regulators or output genes, such as *Nr1d1 (Rev-Erb α*), *Dbp*, or *Npas2*, were also modulated by aging. The first two showed different expression levels in Ovx mice, and AngII modulated LV Ovx mice levels of *D* BP and *Npas2*. 

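Without AngII and after rescaling, the clock output genes Nr1d1 and Dbp were higher in each Ovx library than in every control library. The margins were narrow. The lowest Ovx and highest control library stood at 4852.6 and 4805.5 for Nr1d1 and at 4475.7 and 4466.2 for Dbp. Nr1d1, which encodes the nuclear receptor REV-ERB alpha (chromosome 11, 98767932 to 98775333 in mm10), was at 4000 ± 654 in Ctrl and 5768 ± 644 in Ovx libraries (SD, n = 4), a log2 fold change of 0.54 (standard error 0.15), and Dbp (chromosome 7, 45705088 to 45710203) was at 3997 ± 497 and 4934 ± 477, a log2 fold change of 0.31. The exact two-sided permutation test gave p = 0.0286 for each gene, while over all genes tested neither passed (limma, adjusted p = 0.14 for Nr1d1 and 0.35 for Dbp). On the values as deposited Ovx and control libraries overlapped for both genes, so this exact p does not hold there. After AngII Dbp was at 1969 ± 433 in Ovx mice (−1.35, standard error 0.13, adjusted p = 7.9e-06 from limma), and at 3607 ± 583 in control mice (−0.15, adjusted p = 0.56). Npas2, which encodes a paralog of CLOCK (chromosome 1, 39193731 to 39363236), rose from 62.9 ± 19.3 to 157 ± 34.3 in Ovx mice (1.32, adjusted p = 0.0011 from limma) and was at 49.1 ± 11.1 and 50.1 ± 9.84 in control mice (0.03, adjusted p = 0.95). Its level in Ovx library 45 was 91.7 against a mean of 53.3 in the other 3 untreated Ovx libraries. Nr1d1 had log2 fold changes of −0.26 in Ovx and −0.09 in control mice after AngII (adjusted p = 0.30 and 0.79), and the difference in the AngII effect on Npas2 was 1.29 (adjusted p = 0.14, or 1.48 and 0.019 on the values as deposited).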

The expression of left atrial core circadian clock genes was much lower than in the LV. These levels were below the mean count threshold we had fixed to categorize genes as low expressers (below 50). Loss of estrogens was observed to modulate three of them, namely *Clock, Arntl*, and *Per2* (Fig. S3).

## Discussion

In this study, we investigated the relative contribution of age and loss of gonadal steroids at different times of life on heart morphology and function after hypertensive stress. Our objective was the development of a new murine model of hypertensive disease in older women by combining loss of sex steroids, age, and hypertension. For this, we used Ovx (at 12 months) mice receiving a 4-week Ang II infusion at 23 months. These mice had preserved ejection fraction and showed significant cardiac hypertrophy, LV concentric remodelling, myocardial fibrosis, and diastolic dysfunction (enlarged left atrium and changes in echo diastolic parameters). Angiotensin II infusion decreased body weight, most likely by reducing adipose tissue mass and skeletal wasting (Sugiyama et al., 2012). Interestingly, the body weights of Old Ovx mice treated with AngII were less reduced than those of non-Ovx mice, although, at the start of treatment, body weights were similar between the two groups.

Ovariectomy of rodents has often been used as a surrogate for menopause in preclinical models (Joll 2nd et al., 2022). Perhaps surprisingly, the effects of Ovx later in life have received very little attention in the past (Kyryk et al., 2014; Tomicek et al., 2013; Kyryk et al., 2023). Here, we observed that loss of ovarian steroids in 12-month-old females led to a stoppage of ongoing age-related cardiac hypertrophy and less left ventricle concentric remodelling. Twelve-month-old mice are believed to correspond to humans in their forties (Dutta & Sengupta, 2016).

Ovariectomy in 12-month-old females did not result in increased body weight gain compared to age-matched control females as for younger Ovx animals, which became obese. Another factor had to be considered here. We did not impose a sedentary lifestyle on aging mice to avoid abnormal behaviours that could result in the loss of animals for reasons unrelated to cardiac issues. Ovx-related obesity observed in young mice may have been reduced by voluntary exercise in older females. We did not monitor the running activity of our mice, so we do not know if Ovx mice had a different running behaviour than control females. We removed the running saucers during AngII treatment so that the cardiac remodelling would not be influenced by exercise. Ovx mice displayed a solid response to AngII, resulting in marked LV wall thickening. Concentric LV remodelling exceeded the one observed in control mice. This is an interesting feature of our model since changes observed in the left ventricle wall thickness are known to be accelerated in women, especially in hypertensive conditions and/or diabetes (Cheng et al., 2010). This concentric remodelling with aging in women is believed to favour the development of diastolic dysfunction and HFpEF (Cheng et al., 2010; Merz & Cheng, 2016; Gori et al., 2014). In addition, we showed that hypertensive stress was associated with the activation with the upregulation of genes related to the extracellular structure organization (17 to 28 genes, depending on the comparison), as described in Tables S4 and S5. 

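At the adjusted p alone, without the fold threshold, AngII raised 18 of 21 collagen genes, 28 of 36 other matrix protein genes and 18 of 33 genes for matrix enzymes and inhibitors in control mice, and 17, 24 and 17 in Ovx mice. At this threshold 1 of the other matrix protein genes fell in control mice, and 3 of them and 1 enzyme gene, Mmp9, fell in Ovx mice. The basement membrane collagen Col4a1 was higher by 0.58 in control and by 0.81 in Ovx mice, and Tgm2, a transglutaminase gene that cross-links matrix proteins, by 0.53 in Ovx mice. The response of these genes to AngII was also compared between Ovx and control mice. No member of these lists passed the thresholds for a difference by limma, and 1 collagen gene, 2 other matrix protein genes and no enzyme gene did when adjusted over the list alone. At an unadjusted p under 0.05 the response in Ovx mice was larger for 1 collagen gene, 1 other matrix protein gene and 4 enzyme genes, and smaller for 2, 11 and 4. The median difference was −0.13 for collagens, −0.21 for other matrix proteins and 0.00 for enzymes (camera, adjusted p = 0.091, 5.9e-05 and 0.92). The matrix protein list had adjusted p = 0.43 with an estimated correlation, and the collagen median lay above 0 on the values as deposited. Comp, a cartilage and fibroblast matrix protein gene, had an interaction of −1.73 (adjusted p = 0.19). Among general fibroblast markers the median difference was −0.19 (adjusted p = 1.2e-04; adjusted p = 0.38 with an estimated correlation). The paper takes the genes that pass its thresholds in each comparison (Fig. 5A), tests them for enriched processes (Tables S4 and S5), finds genes of the extracellular structure among them, and states that their upregulation correlates with the increased interstitial fibrosis measured in LV sections (Figs. 4C–4D).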

The observed increase in interstitial myocardial fibrosis can explain the worsening of diastolic function.

Thus, we observed that cardiac hypertrophy and remodelling are ongoing in female mice influenced by age and sex steroid hormones. The result has similarities to one observed in older women, *i.e.,* CH, LV concentric remodelling, increased myocardial fibrosis, and cardiomyocytes CSA. Ovx resulted in a somewhat less severe LV concentric phenotype, but the capacity of the myocardium to remodel after a hypertensive insult was preserved.

One important addition that our model will probably need in the future is the inclusion of a metabolic stressor. Previous publications of HFpEF murine models (Withaar et al., 2021a; Schiattarella et al., 2019; Withaar et al., 2021b; Tong et al., 2019; Matsiukevich et al., 2023; Aidara et al., 2024) added a high-fat diet to hypertensive stress. We recently observed in young female mice that the high-fat diet alone was sufficient to cause significant levels of CH, comparable to AngII. This was not the case for male mice (Sabbatini & Kararigas, 2020). It will be engaging in the future to study the effects of a high-fat diet in Ovx old mice receiving or not AngII.

Unfortunately, our RNA-Seq data did not reveal many genes differentially expressed between control and Ovx females. This may be linked to the fact that by analyzing the LV transcriptome one year after Ovx, we have missed many earlier gene expression adaptations after removing gonadal steroids.

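Without AngII, no gene passed the thresholds between Ovx and control females (limma, 0 of 13816 genes, with 1712 at an unadjusted p under 0.05). At the adjusted p alone 15 genes passed, 7 higher and 8 lower in Ovx mice. Zbtb16, a transcription factor gene that glucocorticoids induce, was at 4796 ± 1263 in Ctrl and 2407 ± 489 in Ovx libraries (SD, n = 4; log2 fold change −0.98, adjusted p = 0.026 from limma). Fkbp5, another glucocorticoid-induced gene, had −1.04 (adjusted p = 0.076), and met the adjusted p with library quality weights (0.015), on the values as deposited (0.023) and without Ctrl library 39 (0.012) or Ovx library 43 (0.032). Sulf2, which encodes an enzyme that trims heparan sulfate, had the lowest p of all genes and was named after its value was seen (0.39, adjusted p = 0.016). No gene passed the adjusted p without Ctrl library 37 or 51, without Ovx library 44 or 45, without libraries 49 to 54 or with only the groups compared. Zbtb16 also lost it with all 24 libraries in the fit (adjusted p = 0.23) and with a variance without trend (0.12), and had −0.65 (adjusted p = 0.70) without both Ctrl libraries 37 and 51. Of 7 haemoglobin and other erythroid genes none passed over all genes, 6 were lower when adjusted over the list alone and the median was −1.38 (camera, adjusted p = 3.0e-06; adjusted p = 0.19 with an estimated correlation). Of 12 glucocorticoid-responsive genes none passed (1 up and 7 down at an unadjusted p under 0.05), 1 was lower when adjusted over the list alone and the median was −0.31 (adjusted p = 4.7e-06; adjusted p = 0.13 with an estimated correlation). Collagens had a median of 0.32 (adjusted p = 1.1e-12) and pericyte and smooth muscle markers of 0.22 (adjusted p = 8.9e-08), with adjusted p = 0.18 and 0.097 with an estimated correlation. No list kept its call with an estimated correlation. The count of 0 became 9 with library quality weights, 2 with no filter on low values, 6 on the values as deposited, and 10 without Ctrl library 39 or without Ovx library 43.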

Our animals were not tested for diminished exercise capacity, and lung weight was not increased, so it may be premature to define our mouse model as an HFpEF model. Several HFpEF features were present, however. Compared to controls, cardiac hypertrophy, LV wall thickening, and LA hypertrophy were increased in Ovx-old females receiving AngII. Withaar et al. (2021b), in their HFpEF murine triple-hit model in aging females, added a high-fat diet for several months before AngII. Deng et al. (2021) used another approach by introducing a high-fat diet at a relatively young age (3 months) and for an extended period of 12 months, then administering the mineralocorticoid, deoxycorticosterone pivalate, for an additional month. In this study, sex-based differences were not studied. In these two HFpEF models, a combination of age, hypertension, and a high-fat diet combined various risk factors to mimic the situation in human patients. However, the effects of sex hormones were not assessed. Menopause, as understood by women, is not present in most mammals. In mice, ovaries do not fail with age as in women, but the uterine capacity to sustain pregnancies declines over time (Finn, 2001). The outcome is similar for the reproduction capacity. However, the impact of ovarian steroids continues in mice later in life, and our results suggest that their contribution must be considered.

Angiotensin II infusion had different effects depending on the age of female mice. In young mice, a gain of heart mass was accompanied by concentric LV remodelling. In 12-month-old mice, this mass gain was less pronounced, but concentric LV remodelling was increased. At 24 months, AngII did not cause additional cardiac hypertrophy or wall thickening. Instead, the LV chamber decreased in volume. This suggests that aging alone in female mice will lead to a near-maximal gain of cardiac mass, limiting the LV to gain further upon an insult such as hypertension. Ovariectomy later in life slowed cardiac hypertrophy related to aging but allowed a hypertrophic response to AngII with a small LV chamber and thickened walls. Blood pressure measured in conscious aged female mice was low, which can be related to a more keratinized tail and a dampened signal recorded by the plethysmograph. Still, AngII significantly raised BP. The heart of Ovx mice responded strongly to this pro-hypertrophic agent. It is unlikely that in control females, pressure overload from higher BP was insufficient to result in a hypertrophic, suggesting that the myocardium of old aging Ovx females could be more sensitive to a hemodynamic insult. As mentioned above, it is also possible that the hearts of control-aged females already had reached near-maximal hypertrophy and concentric remodelling levels.

In our search of genes differently modulated between control and old Ovx females, we observed that the core circadian clock gene *Arntl* (*Bmal1*) expression was reduced with age and stimulated after AngII but only in Ovx mice. This was true for several other circadian clock genes. Our study was not designed to study the circadian clock genes, and the sacrifices of the animals were not done at the same time of the day. Euthanasia was, in general, conducted over 4 h during the day (Zt2- Zt6). Our RNA-seq data are from an RNA pool from two animals, which could reduce the extent of this limitation. A recent study has shown that the heart has 255 genes with a circadian pattern of expression, which had their levels modulated by aging in male mice. Unfortunately, females were not studied. This number of genes was relatively low compared to other tissues studied (hypothalamus, lung, kidney muscle) (Wolff et al., 2023). The authors suggested that the vital role of the heart may not permit important variations with aging.

It was unsuspected that AngII infusion in old Ovx mice would tend to normalize the expression of clock genes towards levels measured in young females instead of the opposite. We recently observed in young female mice treated with combined AngII and a high-fat diet that expression of *Arntl, Ciart, and Per2* was all modulated in the opposite direction we observed here (Aidara et al., 2024). The current knowledge of the control of cardiac clock genes does not provide much to explain this observation, and further studies are needed to both confirm and understand it better.

ARNTL and CLOCK are the central circadian clock transcription factors stimulating the expression of *Per* and *Cry* genes. In turn, PER and CRY protein products control ARNTL-CLOCK dimerization and activity. We observed that aging was associated with decreased expression of *Arntl* and the increase of *Ciart* (*Chrono*), *Per2*, and *Cry2* genes. *Clock* gene expression remained unchanged with age. A decrease of ARNTL protein (or a change of its rhythmicity) accompanied by increased expression (or shift in rhythmicity) of its repressors, such as CHRONO, PER2, or CRY2, could have effects on the cyclical controls of many genes in the heart. It may impair its adaptation to an insult.

ARNTL (BMAL1) has been linked to cardiac hypertrophy in previous publications. In rats with abdominal aorta coarctation, myocardial expression of *Arntl, Clock*, and *Rev-Erb α* (*Nr1d1*) genes were all reduced, whereas expression of repressors, such as *Per1/2* and *Cry1/2*, was increased (Giresi et al., 2005). Ablation of *Arntl* in mice was associated with a protective role in the development of cardiac hypertrophy (He et al., 2021; Yu, Ren & Dong, 2022; Liang et al., 2022; Herichová et al., 2013). Several mechanisms for this protective role have been proposed, including calcium management or autophagy.

## Study Limitations

We can identify several limitations to this study. Although we mentioned HFpEF murine models as a potential objective for this study, our animals needed to be fully characterized for the HFpEF phenotype. In older animals, we observed concentric hypertrophy, preserved EF, diastolic alterations, mostly left atrial dilation and hypertrophy, and several Doppler parameters. We did not submit the animals to exercise exhaustion protocols, and lung weight remained within the normal range. We did not incorporate metabolic stress such as a high-fat diet as in other recently developed HFpEF models (Withaar et al., 2021a; Schiattarella et al., 2019; Withaar et al., 2021b; Tong et al., 2019; Matsiukevich et al., 2023; Aidara et al., 2024).

Our transcriptomic studies were performed on total LV or LA RNA, so we must remain cautious about concluding that our observations can provide a cell-based explanation for the LV or LA function alterations.

Sham surgery was performed without the placement of a vehicle-filled osmotic minipump in all animals. Previous studies have shown that this had not caused differences in the heart (Matsiukevich et al., 2023; Aidara et al., 2024).

## Conclusion

In this study, we report a new mouse model of cardiac hypertensive disease for which the following variables were studied: old age, timing of gonadectomy, and AngII infusion at different stages of life. We hope this model may help better understand this frequent disease in aging women.

##  Supplemental Information

10.7717/peerj.17434/supp-1 Supplemental Information 1 Supplemental figures and tables

10.7717/peerj.17434/supp-2 Supplemental Information 2 Raw data to Figs. 1 to 5

10.7717/peerj.17434/supp-3 Supplemental Information 3 Processed data from left atrial RNA Seq for each sample

10.7717/peerj.17434/supp-4 Supplemental Information 4 Processed data for left ventricle RNA Seq for each sample

10.7717/peerj.17434/supp-5 Supplemental Information 5 Arrive 2.0 author checklist

## Additional Information and Declarations

### Data Availability

The following information was supplied regarding data availability: The data is available at NCBI GEO: GSE240171, GSE250052, and GSE250053.

How the deposited data were processed for this re-analysis (not part of the article)

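Left ventricular mRNA was measured in 24 libraries from 24-month-old mice, 4 in each of 6 groups: control females, Ovx females, both of these after AngII, control males and gonadectomized males. The paper states that each LV library is a pool of RNA from 2 mice, so n counts pools, and the animals of a pool are not named. The paper reports that 1 animal given AngII at 24 months was sacrificed early, and its supplementary values hold fewer Ctrl + AngII mice of this age than 4 pools of 2 different mice need, so how these pools were made up is not settled, and n = 4 is taken as the paper gives it. Which library belongs to which group was taken from the submitters' sample labels, and every column of values had a sample (0 columns without one). LA libraries and young mice were not analysed here.

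The authors aligned the reads to UCSC mm10 with STAR and normalized them with DESeq2 in BaseSpace, and the submitters' processing notes name STAR and Salmon without versions. The authors deposited normalized values per gene, a signal that is never negative and not whole, with 24958 named genes. The values are not counts, and whole reads could not be recovered from them, so limma on a log scale was used and no count model was fitted. Besides these, 14 rows were named by dates, as a spreadsheet makes of some symbols. Their values came to 0.0552% of the sum over the named genes. They were left out of the fits. A further line without a gene name, equal to the mean of its column in 8 columns, was left out. In all libraries 5718 genes were at 0.

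The values of a library summed to 19358943 to 25889811 and 15231 to 16604 genes were above 0. Depth could be read only as relative to the median library, from what the smallest values stand for, and was 0.894 to 0.996 in control males and 0.781 to 1.32 in gonadectomized males. No interval that needs counts is therefore given. Among the 36 pairs of libraries of the same group, the median size of the log2 difference between genes was 0.112 to 0.189 and Pearson r across genes was 0.972 to 0.990, so no library was counted as a duplicate. The level of all genes differed between groups by up to −0.36 on the log2 scale (control males against control females). Libraries were therefore put on a common scale by a median-of-ratios factor over all 24 libraries. This step was not in the design set beforehand and was decided after the structure of the values had been seen, before any test. The values as deposited are an alternative chosen after seeing the data.

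Groups were compared on log2(value + 1) with limma 3.58.1 in R 4.3.3 (lmFit, contrasts and eBayes with a trend), over genes with a mean value of at least 10 and with Benjamini-Hochberg adjustment over all genes tested. The 16 female libraries were fitted together, giving the AngII effect in control and in Ovx mice, their difference (the interaction), the Ovx effect without AngII, and Ovx + AngII against Ctrl + AngII. All 24 libraries were fitted for gonadectomy in males, control males against control females, and the difference of the gonadectomy effects between the sexes. A gene was called at an adjusted p of at most 0.05 and a log2 fold change of at least 1 in size, the thresholds of the paper. The paper's text categorizes genes with a mean count below 50 as low expressers and does not say whether its counts leave them out, and a mean value of at least 50 is among the alternatives. The 4 libraries of a group share no number with those of another, so there was no pairing. For single genes an exact two-sided permutation test over the 70 ways to label 4 and 4 libraries was added. Data were simulated from each gene's own mean and spread with independent noise per gene, and the genes changed had a mean value of at least 50. There the AngII comparison in control mice called 96% of 100 genes changed by 1.5 and 100% of 100 changed by 2 on the log2 scale, with 1 false call among 13816 genes. The interaction called 97% and 98%, with 2 false calls. This leaves out spread shared between genes and changes near the threshold of 1. Random regroupings of the real libraries gave up to 15 interaction calls, so these rates need not hold for them.

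The 31 gene lists set beforehand were tested with camera at a preset correlation of 0.01 and again with an estimated correlation: collagens, other matrix proteins, matrix enzymes and inhibitors, TGF-beta signalling, cardiac stress and hypertrophy, the natriuretic and renin-angiotensin systems, clock genes highest near lights-on and later in the day, fatty acid oxidation, glycolysis, oxidative phosphorylation, ion channels and calcium handling, markers of cardiomyocytes, atrial cardiomyocytes, fibroblasts, activated fibroblasts, endothelium, pericytes and smooth muscle, macrophages, lymphocytes, adipocytes, erythroid cells, Schwann cells and epicardium, immediate early genes, heat shock, interferon-stimulated, cell division, senescence-linked and glucocorticoid-responsive genes, and steroid hormone receptors. The genes named in the text are those that the paper names for the LV, the 10 largest increases and decreases of each AngII comparison among called genes with a mean value of at least 50 whose libraries do not overlap (from these the text takes examples), the 5 largest of each direction in the other comparisons, the 4 lowest p of a list as its examples, and Xist with 4 Y-linked genes as a check of sex. The paper's figures and tables had been read when this rule was set, and any other gene is said to have been chosen after its value was seen. Some results that the rule names are not reported here. Gene coordinates are those of GENCODE M21 on GRCm38, the assembly of mm10, where 24432 of the 24958 genes matched a single locus.

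The alternatives set beforehand were pseudocounts of 0.5 and 5, a mean value of at least 50 or no filter, quantile normalization, library quality weights, fits of only the groups compared or of all 24 libraries, the number series of the libraries (31 to 48 against 49 to 54) as a covariate, leaving out libraries 49 to 54, a variance without trend, leaving out each library in turn, and, for lists, an estimated correlation and adjustment over the list alone. Added after seeing the data were the values as deposited and a fit without Ctrl libraries 37 and 51, which held Y-linked transcripts. Splits of the libraries, the actual grouping included, were all 35 for a comparison of 4 with 4. For the rest 100 were used, all but the actual grouping drawn at random. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for tables and figures.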

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

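The tests of time of day, of scaling, of vessel wall and of the share of fibroblasts were chosen after the results had been seen, and those of depth and other splits of the libraries before. Levels are rescaled normalized values.

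Clock genes stood apart in Ovx mice given AngII: the AngII effect in Ovx minus that in control mice had a median of 0.65 for genes highest near lights-on and of −0.67 for genes highest later, and was −1.19 for Dbp. A camera p as low came up in 1 and 2 of 100 groupings, the actual grouping included (7.3e-06 against a lowest other of 5.1e-04, and 2.5e-17 against 3.4e-18). Such results are rare by chance, but for the later list a random regrouping went lower, so chance is not excluded there. The lists also hold clock genes whose values in these libraries the paper had already shown, so they are not independent evidence. Separate scaling of the groups by the authors, as a single factor per group, is argued against, since it moves all genes alike (by 0.19 in the AngII effect of Ovx minus control mice). With that shift removed the medians of the 2 lists stayed at 0.65 or more in size with opposite signs. A single factor is not the whole difference, however. For 4 clock genes the paper's AngII values equal the deposited ones. Its Ctrl values are 0.787 to 0.796 times the deposited ones for Clock and 0.832 to 0.840 times for Ciart. Such differences between genes are not removed by the rescaling and were not tested over all genes. For these 4 genes the paper's AngII effect lay within 0.059 of the rescaled one on the log2 scale. The mean of the lights-on genes minus that of the later genes reached the lowest Ovx + AngII value (−1.97) in 4 of 8 male libraries without AngII, as time of day of tissue collection would need, and in none of the Ctrl, Ovx and Ctrl + AngII libraries (−3.38 to −2.68). Of the 10 genes outside the clock lists that differed between Ovx + AngII and Ctrl + AngII, all 10 had the direction of this index across the 8 male libraries and 8 passed the adjusted p for it (7 of 9 without Spon2), against 109 and 3 of the 152 tested genes that AngII changed in control mice, while 137 of 13727 genes outside the lists passed it in either direction (each count adjusted over its own genes). Time of day may therefore account for part of the difference, as the paper states that sacrifices spread over several hours (the hour of each pool was not used here), and an effect of AngII on the clock in Ovx mice, which the paper reports, stays open and is not separated from it by these libraries.

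Smooth muscle genes responded to AngII differently in Ovx and control mice: the 15 pericyte and smooth muscle markers had a median interaction of −0.37. All 8 smooth muscle genes lay below 0 (median −0.66, from 0.23 in control and −0.34 in Ovx mice). For the list, a camera p as low came up in 1 of 100 groupings, the actual grouping itself (4.5e-09 against a lowest other of 5.3e-09). A random regrouping thus gave nearly the same p, so chance is not excluded for this list result. Whether a different amount of vessel wall was the cause is not decided. Of the 8 genes, 3 lay more than 2 standard errors from their median (−1.82 to −0.01). This would count against vessel wall only if it moved all 8 genes alike, which was not tested. Depth is argued against by a Pearson r of 0.0637 and a Spearman rho of 0.144. These compare the 8 genes' mean level with depth within groups over 16 libraries (permutation p = 0.85 and 0.65, two-sided, r 0.0381 without the 2 libraries farthest in depth). The call of the list with an estimated correlation is not stable, its adjusted p of 0.031 passing 0.05 without library 41 (0.071), 43 (0.092), 46 (0.062), 48 (0.051) or 51 (0.051). A different response of smooth muscle to AngII after Ovx stays open as a hypothesis, as does a difference already there without AngII, where the 8 genes had a median of 0.39 in Ovx against control mice.

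In males, whose gonadectomy the paper's text does not describe in the LV, gonadectomy changed 4 genes: C7, a complement gene (chromosome 15, 4988762 to 5063740 in mm10), was at 615 ± 127 in control and 157 ± 57.6 in gonadectomized males (SD, n = 4, log2 fold change −2.02, standard error 0.28, limma adjusted p = 4.0e-04), Col14a1 (chromosome 15, 55307750 to 55520803) at 352 ± 63.7 and 991 ± 141 (1.50), and Lrrc55 and Mdk rose by 2.17 and 1.12. For the count of 4 chance cannot be excluded, since 2 of 35 splits reached it and the highest other gave 7. The C7 effect in males minus that in females was −2.97 (limma adjusted p = 8.5e-04), the 1 gene called there. Chance is not excluded for that count either, since 3 of 100 regroupings reached it, the actual grouping among them. The highest gave 12 genes, which points to some structure of the samples that was not tested. Another share of fibroblasts as a whole is argued against by 11 fibroblast markers with a median of 0.162 (−0.673 to 0.39). That C7 and Col14a1 moved in opposite directions was part of the result and is no separate test. Whether the proportions of different kinds of fibroblasts changed was not tested. An effect of the gonads on these genes may be followed up as a hypothesis, and the C7 difference between the sexes lost its call without libraries 49 to 54 (−2.89, adjusted p = 0.089).

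Control males and control females differed in 32 genes (1 of 35 splits reached this count, the actual grouping itself, the highest other with 14). Xist and Y-linked genes are among the 32 and set the sexes apart in any case. The count without them was not tested, so the splits do not settle chance for the other genes. With only the groups compared the count was 10, and without libraries 49 to 54 it was 14. In 4 of 70 groups looked at, a library stood far from the other 3, where chance gives about 1 in 20 groups. In Ovx library 53 Nppa was 4919 (mean of the others 2393). Ctrl + AngII library 40 had 149.2 for Arntl (others 84.5) and 2659 for Col8a1 (others 2003). Npas2 was at 91.7 in Ovx library 45 (others 53.3).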

How the results depend on the processing

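The values as deposited and the fit without Ctrl libraries 37 and 51 were chosen after seeing the data, and all other settings beforehand. The counts of genes changed by AngII in Ovx females (154) and in both groups (68) stayed within 1.5 times under every setting, and so did the count in control females (164) apart from 109 with a mean value of at least 50, where fewer genes were tested, and 288 on the values as deposited. Where no reason is given, the cause was not tested. No paired analysis was possible because the groups share no replicate numbers.

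On the values as deposited, 6 genes were changed by Ovx without AngII (0 in the fit reported), 31 differed in their AngII effect between Ctrl and Ovx (1), 23 between Ovx + AngII and Ctrl + AngII (13), 274 between control males and females (32) and 8 in the gonadectomy effect between the sexes (1). The percent of changed genes that rose was 34.0 in control mice, which turns the direction, and 50.0 in Ovx mice, 13 lists differed in the interaction, and 2 clock genes of Fig. 5B passed in control mice. The groups' own levels, moved by −0.28 between Ctrl + AngII and Ctrl, enter these values. With library quality weights the counts were 9 for Ovx without AngII, 7 for the interaction, 24 for Ovx + AngII against Ctrl + AngII and 2 for gonadectomy between the sexes. With 3 libraries per group (without libraries 49 to 54) the counts were 0 for the interaction, 8 for Ovx + AngII against Ctrl + AngII, 9 for gonadectomy in males, 14 for males against females and 0 for gonadectomy between the sexes. With no filter on low values, 2 genes were changed by Ovx without AngII. All 24 libraries in the fit left 0 genes for the interaction and 3 clock genes of Fig. 5B in Ovx mice. A variance without trend left 0 for the interaction and 20 between males and females, a mean value of at least 50 left 20 there, and only the groups compared left 10 there and raised the percent that rose in control mice to 83.7. Without Ctrl libraries 37 and 51, 2 genes differed in the gonadectomy effect between the sexes.

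With an estimated correlation the lists called were 4 for AngII in control, 2 in Ovx mice, 3 for the interaction and 0 for Ovx without AngII. Adjusted over the list alone, 11 members were called for the interaction and 8 for Ovx without AngII. List medians within 0.28 of 0 depend on the scaling: on the values as deposited those of glycolysis, heat shock, erythroid, glucocorticoid-responsive, immediate early and steroid receptor genes in control mice lie below 0.

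Some log2 fold changes near 0 turned sign. In control mice Arntl had −0.21 as deposited and −0.28 without Ctrl libraries 37 and 51. Clock had 0.023 with weights, 0.0081 with 3 libraries per group and 0.015 without libraries 37 and 51. Npas2 had −0.014 with quantile normalization, −0.016 with weights, −0.13 with 3 libraries per group, −0.24 as deposited and −0.22 without libraries 37 and 51. Per2 had 0.0037, 0.0061 and 0.11 under the first 3 of these and 0.32 without libraries 37 and 51. The interaction of Col3a1 was 0.059 as deposited and 0.17 without libraries 37 and 51. Over the named genes and the settings set beforehand other than leaving out single libraries, 1523 values kept their direction and side of the threshold, 106 lost and 11 gained a call and 8 turned sign. On leaving out 1 library at a time these numbers were 1209, 132, 12 and 15, and under the added settings 201, 19, 11 and 8.

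Leaving out 1 library at a time, the counts ran from 110 to 194 for AngII in control mice, from 114 to 179 in Ovx mice and from 56 to 75 in both, within 1.5 times. For Ovx without AngII they ran from 0 to 10 (10 without Ctrl 39 or Ovx 43, 3 without Ovx 53, 1 without Ctrl 38), and for the interaction from 0 to 10 (10 without Ovx 43, 6 without Ctrl 39, 4 without Ovx + AngII 46, 2 without 48 or 54, 0 without Ovx 53 or Ovx + AngII 47). For gonadectomy in males they ran from 3 to 12 (12 without Ctrl male 49), for males against females from 15 to 27 (15 without Ctrl 51, 19 without 39, 21 without 38), and for gonadectomy between the sexes from 1 to 2 (2 without Ctrl 37, Ctrl 38 or Ovx 45). The percent that rose in control mice ran from 71.7 to 87.0 (87.0 without Ctrl 38). The ranges were −0.17 to 0.37 for Arntl (below 0 without 37, 38 or 40), −0.068 to 0.036 for Clock (above 0 without 37, 39 or 52), −0.054 to 0.16 for Npas2 (below 0 without 37, 51, 42 or 52) and −0.20 to 0.11 for Per2 (above 0 without 37, 51, 40 or 41) in control mice, and −0.35 to 0.048 for the interaction of Col3a1 (above 0 without 37). Depth was known only in relative terms and was lowest in Ctrl + AngII library 40 (0.448), which limits genes of low level most.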

Differences from the paper's values

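The values as deposited and the fit without Ctrl libraries 37 and 51 were chosen after seeing the data. Counts are at the paper's thresholds. The paper's text categorizes genes with a mean count below 50 as low expressers and does not say whether Fig. 5A leaves them out, and the counts here are over genes with a mean value of at least 10. The paper shows about 61 genes that fell in Ovx mice alone (Fig. 5A, read by eye), and 37 were found. Of the alternatives set before the data were examined, the count came within 1.5 times of it with no filter (50), quantile normalization (43), only the groups compared (43), all 24 libraries (45), library quality weights (57) and without Ctrl library 37 (42), Ctrl + AngII library 40 (46) or Ovx + AngII library 46 (54) or 54 (46). It did not with pseudocounts of 0.5 (37) and 5 (39), a mean value of at least 50 (25), the number series as a covariate (36), without libraries 49 to 54 (33), a variance without trend (37) or without any other of the 16 female libraries (27 to 40). Without Ctrl libraries 37 and 51, chosen after seeing the values, it was 37. The values as deposited, chosen after seeing the values, gave 51, and there 21 of the 95 items of Fig. 5A called in the fit reported were lost. The count of genes that rose in both groups, 55, matches the number printed in Fig. 5A.

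For Fig. 5B, the paper's supplementary values for Cry2 have a mean of 945.7 in Ovx and 480.5 in Ovx + AngII mice, where the deposited values gave 1515 and 958.3 after rescaling. The paper's block of Cry2 values equals its block of Per2 values digit for digit, so the comparison of Cry2 rests on a repeated block. Of the alternatives set before the data were examined, both differences hold with quantile normalization (1531 and 955), without libraries 49 to 54 (1468 and 931) and without any single library of the group (1468 to 1606 and 922 to 999). The other alternatives change the test, the pseudocount or the genes tested and were not run for a mean level. On the values as deposited, chosen after seeing the values, the means were 1635 and 975.8, and both differences hold there too.

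Fig. 5A lists 110 items by column, of which 109 were tested, 108 had the direction of their column and 95 were called. By column, 20 of 20 were called among genes up in control mice alone, 18 of 20 up in both, 16 of 20 up in Ovx mice alone, 14 of 20 down in control mice alone, 8 of 10 down in both and 19 of 20 down in Ovx mice alone. Of the settings set beforehand that call further items, pseudocounts of 0.5 and 5 lost 0 and 4 of the 95, a mean value of at least 50 lost 4, quantile normalization 1, all 24 libraries 1, library quality weights 12 and leaving out libraries 49 to 54 lost 10, while leaving out single libraries lost from 2 to 16. Among settings chosen after seeing the values, the values as deposited lost 21 of the 95 and the fit without Ctrl libraries 37 and 51 lost 12.

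Myh7, listed as up in both groups, had 1.48 in control mice (limma adjusted p = 0.051) and was called with a pseudocount of 5, a mean value of at least 50, quantile normalization, all 24 libraries, library quality weights, and without library 40, 45 or 48. On the values as deposited (chosen after seeing the values, 21 of the 95 lost) Myh7 was called as well. Pfkp (0.99 in Ovx mice) was called without libraries 49 to 54 and without library 46, 47 or 53, Aspn (0.91) with weights and without library 43 or 48, and Tlr4 (0.94) without library 43. Lrrcc1 (0.998) was called with a pseudocount of 0.5, with weights and without library 43, 44 or 53, and Slc16a6 (0.98) without libraries 49 to 54 and without library 43, 46, 53 or 54. Aldh1l2 (−0.98) was called with quantile normalization, with weights and without library 37 or 42, and, under settings chosen after seeing the values, as deposited (21 of the 95 lost) or without Ctrl libraries 37 and 51 (12 lost). Mmp9, listed in 2 columns, had −1.15 in control mice (adjusted p = 0.066). It was called in both columns with quantile normalization, all 24 libraries and without library 37 or 54, in 1 of them without library 47, and as deposited, chosen after seeing the values, with 21 of the 95 lost. Gfra4 (−0.97) was called without libraries 49 to 54, without library 44, 46, 53 or 54, and as deposited, chosen after seeing the values (21 of the 95 lost). Ccl11 (−1.08, adjusted p = 0.13), Retnla (−1.19, adjusted p = 0.15) and Prc1 (−1.20, adjusted p = 0.11) were called only as deposited, a setting chosen after seeing the values that lost 21 of the 95. No setting run called Abca8a, listed as down in control mice, which had 0.14. Cyp4f15 was under the mean value of 10 and was not tested.

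The paper states that levels of Nr1d1 and Dbp were different in Ovx mice, in a sentence that does not name the comparison. Between Ovx and control mice without AngII, both were higher in each Ovx library than in every control library after rescaling (exact two-sided permutation p = 0.0286), with log2 fold changes of 0.54 and 0.31, and over all genes tested limma gave adjusted p = 0.14 and 0.35. On the values as deposited, chosen after seeing the values, the Ovx and control libraries overlapped for both genes.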

Other observations

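Of 27 fatty acid oxidation genes, 1 fell in control and 2 in Ovx mice after AngII, 14 and 11 were lower at the adjusted p alone and none was higher, with medians of −0.29 and −0.22 (camera, adjusted p = 5.5e-15 and 3.7e-11; adjusted p = 0.087 and 0.18 with an estimated correlation). Acot1, an acyl-CoA thioesterase gene, fell by 1.12 in control mice, Ucp3, a mitochondrial carrier gene, fell by 1.33 in Ovx mice, and Acaa2, the last enzyme of the beta-oxidation cycle, had −0.60 (limma adjusted p = 1.3e-04) and −0.47. Of 30 oxidative phosphorylation genes none passed by limma (22 and 16 lower, none higher, at an unadjusted p under 0.05), with medians of −0.18 and −0.16 (adjusted p = 5.9e-12 and 9.9e-09; adjusted p = 0.28 and 0.33 with an estimated correlation), and Sdha, a complex II subunit gene, had −0.35 and −0.39. Of 22 glycolysis genes, 1 rose and 2 fell in control mice and 2 fell in Ovx mice, with medians of 0.02 and −0.02 (adjusted p = 0.69 and 0.41). Pfkp, the platelet-type phosphofructokinase, rose by 1.05 in control mice, and Pfkfb1 fell by 1.02 there. Of 24 ion channel and calcium handling genes, 1, Kcnv2, fell in control mice and none passed in Ovx mice by limma (3 up and 11 down at an unadjusted p under 0.05), with medians of −0.06 and −0.14 (adjusted p = 0.12 and 0.0042; adjusted p = 0.61 and 0.23 with an estimated correlation). Kcnj3, an atrial potassium channel subunit gene, had −0.54 and −0.64. Of 11 genes of the natriuretic and renin-angiotensin systems, a list of receptors, processing enzymes and angiotensinogen that leaves out Nppa and Nppb, none passed by limma (at an unadjusted p under 0.05, 2 up and 1 down in control and 2 up and 3 down in Ovx mice; camera, adjusted p = 0.89 and 0.41). Ace, the angiotensin-converting enzyme, had 0.93 (adjusted p = 7.8e-05) in control and 0.55 in Ovx mice, and Agtr1a, the AngII receptor, −0.37 and −0.59 (adjusted p = 7.1e-04). In Ovx mice the median of this list was 0.01, with a mean of −0.10 and a test pointing down.

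Of 18 immediate early genes, 1, Egr2, rose in control mice (1.51, limma adjusted p = 0.013) and 2, Atf3 (1.43) and Nr4a3 (1.06), rose in Ovx mice (3 when adjusted over the list alone), with adjusted p = 0.14 and 0.018 for the list and adjusted p = 0.52 with an estimated correlation in Ovx mice. Egr2 lost its call without Ctrl library 37 (adjusted p = 0.056), Atf3 without library 45 (0.070) or 48 (0.076), and Nr4a3 without any of the libraries compared other than 53 (0.081 to 0.15). Of 9 senescence-linked genes none passed in control mice (3 higher at an unadjusted p under 0.05) and 2 rose in Ovx mice, Cdkn1a, a cell cycle inhibitor (1.33), and Gdf15, a stress-induced cytokine (1.27), with adjusted p = 0.17 and 0.067. In control mice the median of that list was −0.02, with a mean of 0.26 and a test pointing up. Heat shock genes had no call in either group by limma (at an unadjusted p under 0.05, 3 up and 2 down in control and 4 up in Ovx mice), with medians of 0.04 and 0.20 (adjusted p = 0.89 and 0.0028; adjusted p = 0.23 with an estimated correlation in Ovx mice), and Hsp90aa1 had 0.93 in Ovx mice. Interferon-stimulated genes had none either (8 and 1 up at an unadjusted p under 0.05), with medians of 0.52 in control and 0.13 in Ovx mice (adjusted p = 1.7e-04 and 0.50; adjusted p = 0.52 with an estimated correlation in control mice). Of 13 cell division genes, 1, Cenpf, fell in Ovx mice (−1.64, adjusted p = 0.034), a call it lost without library 43, 44, 46, 47 or 48 (0.051 to 0.12), and the list had adjusted p = 0.015 in control mice, 0.52 with an estimated correlation, and 0.64 in Ovx mice. None of 5 steroid hormone receptor genes passed by limma (0 in control mice and 1 up and 1 down in Ovx mice at an unadjusted p under 0.05; camera, adjusted p = 0.77 and 0.58), and Nr3c2, the mineralocorticoid receptor gene, had −0.56 in Ovx mice (adjusted p = 0.020). The 12 glucocorticoid-responsive genes had adjusted p = 0.61 and 0.58 after AngII, with 1, Cdkn1a, called in Ovx mice.

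Among markers of other cells after AngII, the 18 cardiomyocyte markers had no call by limma (at an unadjusted p under 0.05, 5 up and 6 down in control and 4 up and 7 down in Ovx mice) and medians of −0.03 and −0.08 (camera, adjusted p = 0.89 and 0.064). Of 2 atrial markers, 1, Nppa, rose in either group (adjusted p = 0.0090 and 0.10; adjusted p = 0.067 with an estimated correlation in control mice). None of 13 lymphocyte, 7 adipocyte, 7 erythroid, 6 Schwann cell and 5 epicardial markers passed by limma. At an unadjusted p under 0.05 the adipocyte markers had 1 up and 2 down in control and 1 down in Ovx mice, the Schwann cell markers 1 and 3 down, the lymphocyte markers 0 and 1 down, and the erythroid and epicardial markers 0. As lists they had adjusted p of 0.22 and 0.50 (lymphocyte), 0.29 and 0.79 (adipocyte), 0.77 and 0.32 (erythroid), 0.83 and 0.018 (Schwann cell, median −0.61 in Ovx mice, adjusted p = 0.23 there with an estimated correlation, 1 fell when adjusted over the list alone) and 0.77 and 0.51 (epicardial).

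Between control males and control females, 15 genes were higher and 17 lower in males. Besides Xist and Y-linked genes, C7 was higher in males (log2 fold change 2.56, limma adjusted p = 2.4e-06), as was Nppb (1.32, adjusted p = 0.020), and Car3, a carbonic anhydrase gene (−2.99, adjusted p = 0.0015), Col14a1 (−1.36), Lrrc55 (−1.38, adjusted p = 0.045) and C2, a complement gene (−1.35, adjusted p = 0.040), were lower. The adipocyte genes Adipoq (−2.68), Cfd (−2.35) and Cidec (−3.37) were lower in males and were named after their values were seen. Lrrc55 lost its call between the sexes under several settings, among them without Ctrl library 38 (adjusted p = 0.098), 39 (0.13) or 51 (0.095) and without Ctrl male library 31 (0.10) or 32 (0.11). C2 did so without library 31, 33, 37, 39 or 51 (adjusted p from 0.093 to 0.13), Nppb without 38 or 39 (0.0501 and 0.064), Adipoq without 32, 33, 37, 38, 39, 49 or 51 (0.052 to 0.097), Cfd without 33, 37, 39 or 51 (0.054 to 0.074) and Cidec without 32, 33, 37, 38, 39 or 51 (0.054 to 0.082). With only the groups compared these genes and Car3 lost their calls (adjusted p from 0.068 to 0.28). In the gonadectomy comparison Mdk lost its call without Ctrl male library 31 (adjusted p = 0.16), 32 (0.26) or 33 (0.072) and without Gx male library 34 (0.11), 35 (0.18) or 36 (0.17). C7 rose by 1.26 with AngII in control females (adjusted p = 0.0039) and had 0.34 in Ovx females. Eif3j1 was called higher in males, though not without any 1 of the 8 libraries compared (adjusted p from 0.078 to 0.11), and it shares nearly all of its sequence with Eif3j2. Eif3j1 was listed at 0 in all 4 control females and at 1332 to 1956 in control males, while Eif3j2 stood at 1814 to 2148 and at 0 to 272 in the same libraries, so the direction of either gene is uncertain.

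Transcripts of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were found in Ctrl female libraries 37 (11.3, 22.8, 12.0 and 12.6) and 51 (31.8, 21.0, 10.8 and 7.91), with Kdm5d at 1.12 in library 38 and these genes listed at 0 in the other 13 female libraries. In control males Ddx3y stood at 1385 to 1847. Xist was at 35.5 in Ctrl male library 33.

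For the counts of genes changed by AngII, chance can be excluded. None of the other splits came near the 164 genes in control females (1 of 35 splits as high, highest other 10), the 154 in Ovx females (1 of 35, highest other 2) and the 68 in both (1 of 100, highest other 0). The 13 genes between Ovx + AngII and Ctrl + AngII are a comparison of Ovx among treated mice. There 1 of 35 splits, the smallest share possible, was as high (highest other 1). That count was 8 without libraries 49 to 54 and 24 with library quality weights. Chance is made unlikely for it but is not excluded. For the 0 genes changed by Ovx without AngII the splits say nothing of chance, since no split can give fewer (35 of 35 as high, highest other 5). Chance cannot be excluded for the count of 1 gene whose AngII effect differed between Ctrl and Ovx (9 of 100, highest other 15, which points to some structure of the samples that was not tested).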
